# Chromatin opening ability of pioneer factor Pax7 depends on unique isoform and C-terminal domain

**DOI:** 10.1093/nar/gkad520

**Published:** 2023-06-16

**Authors:** Virginie Bascunana, Audrey Pelletier, Arthur Gouhier, Amandine Bemmo, Aurelio Balsalobre, Jacques Drouin

## Abstract

Pioneer factors are transcription factors (TFs) that have the unique ability to recognise their target DNA sequences within closed chromatin. Whereas their interactions with cognate DNA is similar to other TFs, their ability to interact with chromatin remains poorly understood. Having previously defined the modalities of DNA interactions for the pioneer factor Pax7, we have now used natural isoforms of this pioneer as well as deletion and replacement mutants to investigate the Pax7 structural requirements for chromatin interaction and opening. We show that the GL+ natural isoform of Pax7 that has two extra amino acids within the DNA binding paired domain is unable to activate the melanotrope transcriptome and to fully activate a large subset of melanotrope-specific enhancers targeted for Pax7 pioneer action. This enhancer subset remains in the primed state rather than being fully activated, despite the GL+ isoform having similar intrinsic transcriptional activity as the GL– isoform. C-terminal deletions of Pax7 lead to the same loss of pioneer ability, with similar reduced recruitments of the cooperating TF Tpit and of the co-regulators Ash2 and BRG1. This suggests complex interrelations between the DNA binding and C-terminal domains of Pax7 that are crucial for its chromatin opening pioneer ability.

## INTRODUCTION

Pioneer transcription factors are unique in their ability to recognise and bind their target DNA sequences in closed chromatin (1). Their action initiates chromatin opening by a process that has received recent insight (2). This unique property has endowed this class of transcription factors with the power to direct new cell fates in development (3,4). This is achieved by mostly targeting new enhancer repertoires for chromatin opening and activation of novel transcriptomes in daughter compared to mother cells (5–8). Hence, the activation of new transcriptomes defines new cell identities. Pioneers also establish an epigenetic memory of these new cell identities through demethylation of target enhancer DNA (1,8–11). It appears as if pioneer ability may not be required beyond the initial chromatin opening and establishment of epigenetic memory: beyond this epigenetically stable process, pioneer factors often serve as regular transcription factors to maintain differential cell specific transcriptomes (12). In principle, pioneer factors may elicit these separate functions through unique and different protein domains and co-factors (13). The identification of unique features within pioneer factors that account for their pioneering compared to transcriptional functions would in itself serve to better define the unique aspects of chromatin opening by pioneer factors.

The structure of a few pioneer factors was probed through structure function studies. For the FOXA factors that specify endoderm derivatives, closed chromatin binding was shown to involve the DNA binding domain (DBD) that interacts with its target DNA sequences, as well as the C-terminal domain that interacts with histones H3 and H4 (14). Further, the FoxA DBD is flanked by wings that have structural similarities to histone H1 and that may contribute to chromatin interactions by mimicry/displacement of histone H1 (15). The C-terminal domain of the pioneer EBF1 involved in B cell identity was shown to be essential for closed chromatin interaction and pioneering (7). More recently, an intrinsically disordered region of the pioneer PU.1 was shown to be important for interaction with linker histone H1-compacted nucleosome arrays (16). These structure-function studies defined the contributions of different protein domains for pioneer activity but pioneer factor isoforms have not been investigated so far for differential activities. In contrast, transcription factor isoforms with well-defined transcriptional and developmental specificities were described such as the MEF2 transcription factors (17), and many alternatively-spliced transcription factors involved in cancer (18).

The pioneer factor Pax7 is expressed in a variety of tissues, but its pioneering role is clearly supported only in the pituitary gland where Pax7 opens a new enhancer repertoire to specify the intermediate pituitary tissue and the melanotrope cell fate (8,19). This activity requires the co-recruitment and cooperation with a nonpioneer factor, the Tbox factor Tpit (20). Elsewhere, Pax7 is expressed in skeletal muscle and specifies subdomains of the neural tube (21,22). In the myogenic lineage, the related Pax3 and Pax7 transcription factors are critical to implement the myogenic fate and in particular for the transition of progenitors into differentiated myogenic cells (23). A clear indication of Pax7 pioneering in these latter systems remains poorly established (23,24), because demonstration of the pioneering ability requires access to the tissues or cells of origin prior to chromatin opening by the pioneer factor: this is not always easily accessible as an experimental system.

In the present work, we have investigated the structural features of Pax7 implicated in chromatin opening of the enhancer repertoire that specifies the pituitary melanotrope fate. The ability to reprogram a corticotrope cell model, the AtT-20 cells, into melanotropes enabled us to investigate the pioneer ability of naturally occurring isoforms of Pax7, together with a series of deletion and alanine replacement mutants. The Pax7 isoforms differ by just a few amino acids within the DNA binding paired domain but these suffice to create isoforms with or without pioneer ability, but with similar inherent transcriptional activities. The pioneering-deficient Pax7 isoform is similar to the related Pax3 in their inability to activate the melanotrope transcriptome. A similar loss of pioneering ability was observed for C-terminal deletion mutants of Pax7. It is striking that similar losses of pioneering ability are produced by either introduction of two amino acids within the paired domain or by deletion of C-terminal sequences. The loss of pioneering ability is clearly linked to the loss of chromatin opening rather than to failure of chromatin recruitment. This pattern corresponds to an inability of one isoform and mutants to proceed to the second step of chromatin opening by Pax7 (2); hence, these forms can only prime but not fully activate a subset of target enhancers that are associated with the melanotrope transcriptome.

## MATERIALS AND METHODS

### Cell culture

AtT-20/D16v-F2 cells were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum and antibiotics (penicillin/streptomycin). To generate stable transgenic AtT-20 Pax7 cell populations, retroviral vectors (pLNCX2) containing the indicated Pax7 constructs (with 3xFlag at both N- and C-termini under control of CMV promoter) were packaged using the Platinium-E Retroviral Packaging Cell Line (Cell Biolabs, catalog #RV-101) and infections performed as described (25). Selection of retrovirus-infected cell populations was achieved with 400 g/ml Geneticin (Gibco, #11811-031). Resistant colonies were pooled to generate populations of hundreds of independent colonies.

### Luciferase assays

AtT-20 cells were plated in 12-well dishes (4 × 10^5^ cells per well) and transfections performed the next day using PEI 25K (Polysciences #23966–1) in triplicates. Transfected DNA (total 2 μg in 150 μl DMEM) was added to the PEI 25K solution (4 μl per 150 μl DMEM) and incubated at room temperature for 30 min before adding 100 μl of the mixture to each well. The media was changed 24 h after transfection and luciferase activity assessed 48 h after transfection. Growth medium was removed from transfected cells and 200 μl of lysis buffer (Tris 100 mM, NP40 0.5% and DTT 0.001 M) added to each well. After 10 min on a vigorous shaker, 100 μl of cell lysate supernatant was used for analysis using the GloMax Navigator luminometer (Promega) using the kinetics protocol (100 μl injection, speed 100 μl/s, integration time 10 s). Statistical significance was assessed by 2-way ANOVA and Tukey's multiple combinations test.

### RNA-seq, ChIP-seq, ATAC-seq

RNA was extracted from 1 000 000 cultured cells for each biological replicate using Qiagen RNeasy plus mini kit. Ribosomal depletion, library preparation and flow cells preparation for sequencing were performed by the IRCM Molecular Biology Core Facility following Illumina recommendations (Illumina, San Diego, CA). ChIP experiments were performed in AtT-20 cells as described earlier (8,26). ATAC-Seq was performed as described in (8). The DNA libraries and sequencing flow cells were prepared by the IRCM Molecular Biology Core Facility following the recommendations of Illumina (Illumina, San Diego, California). ChIPs samples were sequenced on the Illumina Hi-Seq 2000 sequencer. Supplementary Table S1 provides details on the antibodies used for ChIPs. ChIP-Seq and ATAC-Seq average profiles were generated by the average signal function of Easeq software (http://easeq.net) and the data exported to Microsoft Excel to create graphs. To view the ChIP-Seq and ATAC-Seq heatmaps, we used the Integrative Genome Viewer tool of Easeq (27) or a custom Python program (13). All ChIP-Seq and ATAC-Seq data except Flag ChIPs were normalised relative to Constitutive and random sites. Read counts (±100 bp around Pax7 summit) were normalized to constitutive and random sites as follows: normalized value = (raw counts – mean (random sites))/(mean (constitutive sites) – mean (random sites)).

### Nuclear extracts

To prepare nuclear extracts, AtT-20 cells from a 100 mm Petri dish (15–20 × 10^6^ cells) were washed and collected in PBS. The cells were resuspended in 800 μl of a cold buffer with low salt content (10 mM HEPES pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 1 mM DTT, 0.5 mM PMSF, 0.6 μM aprotinin, 0.6 μM leupeptin and 2 μM pepstatin A). After 15 min of incubation on ice, 100 μl NP40 10% was added. Cytosolic fractions were removed, and nuclear proteins extracted in 100 μl of high salt cold buffer containing 20 mM HEPES pH 7.9, 400 mM KCl, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 1 mM PMSF, 0.6 μM aprotinin, 0.6 μM leupeptin and 2 μM pepstatin A. Protein concentration was quantified in the Bradford assay.

### Emsa

Double-stranded DNA probes were described and labeled as in Pelletier *et al.* (13) .Gel shift assays were performed using 1 μg of nuclear protein extracts from different AtT-20 cell lines pre-incubated 10 min on ice with 1 μg of nonspecific carrier DNA poly(dI-dC) and poly(dA-dT) in binding buffer (25 mM HEPES pH 7.9, 84 mM KCl, 10% glycerol, 5 mM DTT). For purified polypeptides, 300 fmoles were used per binding reactions. Equal amounts of radiolabeled DNA probes (50 000 cpm) were then added for a total volume of 20 μl and incubated 60 min on ice. If applicable, 1 μg of Flag M2 antibody (F3165, SIGMA) was added to the mixture during the last 10 min of incubation.

Nondenaturing polyacrylamide gels (40 mM Tris, 195 mM glycine, 0.08% APS, 0.5 μl/ml TEMED, 5% Acrylamide:Bisacrylamide in 19:1 ratio), were prerun in Tris-glycine buffer (40 mM Tris and 195 mM glycine) for 60 min at 300 V at 4°C. The gel shift reaction mixture was then loaded, and the gel run for 3 h at 300 V at 4°C. Gels were dryed on 3MM Whatman paper in a gel dryer at 80°C during 60 min under vacuum. Autoradiography films (HyBlot CL, catalog # E3018) were then exposed with the dried gels for 10–48 h using an intensifier screen.

### RT-qPCR

RNA was extracted from AtT-20 cells using the RNeasy Plus Mini kit (Qiagen #74134), and cDNA synthesized using 5 μg RNA, oligo-dT and SuperScript III reverse transcriptase (Invitrogen, #18080-044) following manufacturer's recommendations. The resulting cDNAs (5 μl of 1/50 dilution) were analyzed by qPCR using SYBR Green reagent (ThermoFisher Scientific #A25741) supplemented with 500 nM of each gene-specific primer pair (chosen in exons separated by intron of at least 1Kb and provided in Supplementary Table S2) in a total volume of 10 μl. At least two biological replicates were analyzed in duplicates for each condition using a ViiA™ 7 Real-Time PCR device (ThermoFisher Scientific), and results were analyzed using the accompanying software. Gene expression values were normalized relative to the TBP transcript and statistical significance assessed by 2-way ANOVA and Tukey's multiple combinations test.

### ChIP-qPCR

ChIP experiments were performed in AtT-20 cells as described (8). Immunoprecipitated DNAs were diluted in 100 ul and were analyzed by qPCR using the SYBRgreen reagent (ThermoFisher Scientific #A25741) completed by 500 nM of each enhancer-specific primer pair (provided in Supplementary Table S3) in a total volume of 10 μl. At least two biological replicates were assessed in duplicates for each condition using a real-time ViiA™ 7 (ThermoFisher scientific) PCR device, and the results were analyzed using the associated software. ChIP recruitment values were normalized to those of two random loci (H3K9me3poor, H3K9me3rich as listed in Supplementary Table S3).

### NGS data analysis

ChIP-seq and ATAC-seq paired-end sequenced reads were trimmed using Trimmomatic/0.36 (28) and aligned to the mouse mm10 reference genome using Bowtie/2.3.5 (–very-sensitive –no-mixed –no-unal) (29). Bam files were created using view from SAMtools/1.9 (30) and duplicated reads were removed using MarkDuplicates from Picard/2.17.3 (Broad Institute). Coverage tracks were created using bamCoverage (– normalizeUsing RPKM -bs 10 -e) from deepTools/3.3.0 (31). Peaks were called against sequenced input DNA or control Flag ChIP using callpeaks (-f BAMPE -p (1e-3) -g mm) from MACS/2.1.1 (32). Pax7 recruitment site categories are based on previously published lists (13). In brief, Pax7 ChIP-seq peaks were categorized as ‘Pioneered’ if they had no signal before, and gains (p-value <1e-5 for ChIP and <1e-3 for ATAC) of H3K4me1, p300 and ATAC-seq, after Pax7 expression. ‘Activated’ sites gained p300 after Pax7 and Constitutive sites where already positive for all marks before Pax7. To determine H3K4me1 peak sub-categories, H3K4me1 signals were quantitated within a 200 pb window by easeq (33) around the summit of the Pax7 peaks. We next compared these with regions at 500 bp on either side of the Pax7 summits to determine whether they are equal to, lower than, or greater than, the central region of the Pax7 peaks.

Strand specific RNA-seq paired-end reads were trimmed using trimmomatic and mapped on the ensembl GRCm38.77 genome with tophat2 (34) with the parameters: –rg-library ‘L’ –rg-platform ‘ILLUMINA’ –rg-platform-unit ‘X’ –rg-id ‘run#many’ –no-novel-juncs –library-type fr-firststrand -p 12. Gene expression was quantified using HOMER analyzeRepeats command (35) and differential expression assessed using EdgeR 3.12.1 (36).

### Motifs analysis

The motifs recognized by Pax7 were described by Pelletier *et al.* (13). Presence or absence of a specific Pax7 motif within 50 bp on each side of the Pax7 ChIP summit at pioneer sites was assessed using the command Homer findMotifsGenome.pl (http://homer.ucsd.edu/homer/ngs/peakMotifs.html). The number of Pax7 motifs present within a window of 200 bp around the summit of each pioneer site was assessed using a custom program based on Python (13).

## RESULTS

The pioneer factor Pax7 is expressed as different isoforms that result from differential exon splicing (22,37). Prior work defined the nature of isoforms expressed in muscle (21,37) and brain (38,39) tissue and we assessed the relative expression of Pax7 isoforms in the pituitary gland where we previously characterized the pioneer ability of Pax7 (8,19,20). The Pax7 isoforms are characterized by the differential insertion of either a single or a pair of amino acids at two positions within the DNA binding paired (PD) domain. The first differential splicing involves a glutamine (Q) residue inserted before helix 4 of the helix-turn-helix (HTH) RED domain (Q+) whereas the second differential splicing event involves a glycine-leucine pair inserted (GL+) at the beginning of helix 6 of the same RED HTH domain (Figure 1A and Supplementary Figure S1a). In the pituitary intermediate lobe, the predominant isoform as assessed by RT-qPCR is the Q + GL- isoform that represents about 75% of the mRNA whereas the remainder is the Q + GL+ isoform, with no expression of the Q- isoforms (Figure 1A). The Pax7 Q + GL– isoform was used in our prior work (8,13,19,20) and constitutes the reference isoform in the present work.

**Figure 1.**
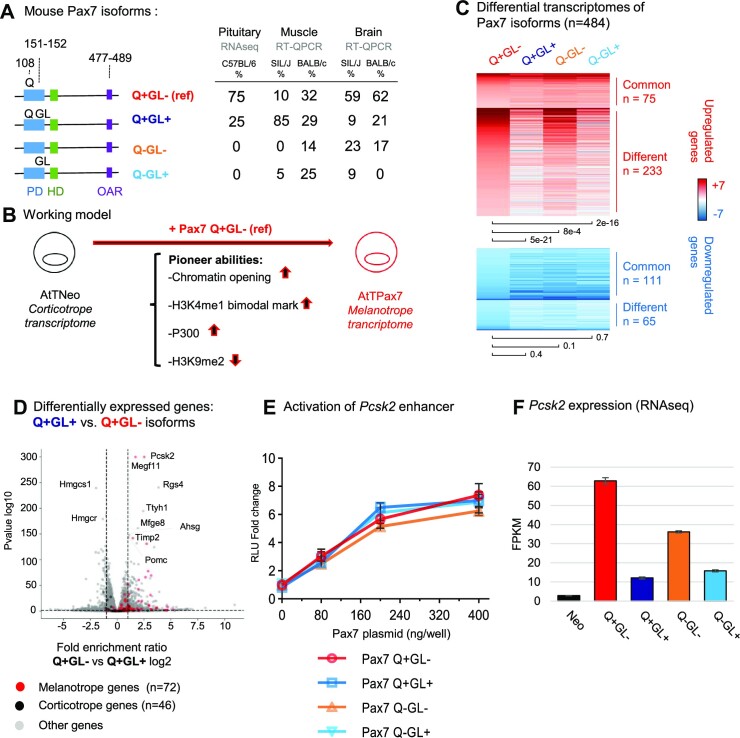
Isoform-specific activation of the Pax7-dependent melanotrope transcriptome. (**A**) Differential splicing produces naturally occurring isoforms of mouse Pax7 with a glutamine (Q) and/or glycine and leucine (GL) inserted within the DNA-binding paired domain (PD, blue, Supplementary Figure 1a). The reference Pax7 isoform (Q+ GL–) used in the present and in previous work (8,13,19,20) is the predominant isoform expressed in the mouse pituitary. The relative abundance of mRNAs for different isoforms was measured in tissues of different mouse strains by either RNA-Seq or RT-qPCR as indicated. Data from mouse muscle and brain (37) were previously published. (**B**) The mouse AtT-20 cells are used as a model of pituitary corticotropes and expression of Pax7 reprograms these towards the melanotrope fate (19) by opening chromatin at a repertoire of melanotrope enhancers (8,19). (**C**) Differential transcriptomes of Pax7 isoforms expressed in AtT-20 cells was determined by RNA-Seq. The heatmaps represent all differentially expressed genes compared to control AtTneo cells for each of the four Pax7 isoforms. Activated and repressed genes are indicated in red and blue, respectively. The ‘common’ subsets represent genes that are differentially expressed for all isoforms compared to Pax7 GL– whereas the ‘different’ subsets represent genes that are differentially expressed in at least one isoform. The scale +7/–7 represents the log_2_ fold change with *P* values <0.05. The *T* test *P* values of gene expression changes are shown below the heatmaps. (**D**) Volcano plot comparison of differentially expressed genes in AtT-20 cells expressing the Q+ GL+ isoform compared to the reference Q + GL– isoform. Highlighted melanotrope (red dots) and corticotrope (black dots) genes reflects the ability of the reference Pax7 isoform to activate the melanotrope transcriptome and to repress genes of the corticotrope transcriptome as previously defined (8). (**E**) Transcriptional activity of different Pax7 isoforms was assessed using a luciferase reporter driven by the melanotrope-specific *Pcsk2* gene enhancer (19). (**F**) *Pcsk2* gene expression assessed by RNA-Seq analysis of AtT-20 cells expressing each Pax7 isoform as indicated.

### GL+ isoforms fail to activate the melanotrope transcriptome

In order to assess the properties of the Pax7 isoforms, we used the gain-of-function system previously developed (Figure 1B) in mouse AtT-20 cells that represent a model of pituitary corticotrope cells and that undergo reprogramming into melanotropes following Pax7 expression (19). Pools of AtT-20 cells each expressing a different Pax7 isoform under control of retroviral sequences were obtained and shown to express similar levels of PAX7 proteins and levels that are similar to those of the mouse pituitary intermediate lobe (Supplementary Figure S1b). 

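AtT-20 cells are a mouse pituitary tumor line used as a model of corticotrope cells, and the Pax7 isoforms compared in them differ by a glutamine (Q) and by a glycine-leucine pair (GL) in the paired domain. RNA from pools of AtT-20 cells expressing Pax7 Q–GL–, Pax7 Q–GL+ or Pax7 Q+GL+ was sequenced as strand-specific paired-end libraries, and 2 libraries of each isoform were analysed here. The deposited values are FPKM, fragments scaled to transcript length and library total, which the authors made by trimming reads with Trimmomatic, mapping them to Ensembl GRCm38 with TopHat2 and quantifying genes with HOMER. The Pax7 transcript was at 94.6 ± 0.924 FPKM (SD, n = 2) in Q–GL– cells, 103 ± 1.70 FPKM in Q–GL+ cells and 101 ± 1.67 FPKM in Q+GL+ cells. Tbx19, which encodes the corticotrope and melanotrope factor Tpit, was at 116 ± 0.731, 124 ± 6.93 and 127 ± 8.28 FPKM in the same order. The log2 values, taken as log2(FPKM + 1), of the 12578 genes with at least 1 FPKM in at least 2 libraries entered 1 limma-trend fit of 12 libraries, which also held those of Pax3, of the deletion mutant Pax7-465 and of a Pax7 labelled NoTag. Genes past the test have a Benjamini-Hochberg adjusted p under 0.05, and fold changes are on the log2(FPKM + 1) scale. The NoTag libraries stand apart, with 733 genes above 0 in both of them and at 0 in the other 10, and their labels give no isoform, so their values are not set beside the paper's statements on the Q+GL– sample, which is not analysed here under that name, nor are control cells without Pax7. In the libraries other than NoTag, summed FPKM was 413794 to 483161. Among them, libraries of 1 group correlated across genes at r = 0.986 to 0.991, but the read depth is unknown. Each Q–GL+ and Q+GL+ library correlated at least as highly with some library of another group, at up to 0.988, as with its own replicate, at 0.986. Pax7-465 replicate 2 did so too, at 0.987 against 0.986. The Q–GL– and Pax3 libraries correlated more highly with their own replicate. The methods call the samples biological replicates without saying that they came from separate infections or cultures, so the p-values measure the spread between these libraries alone.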

Complete transcriptomes were obtained for these cells by RNA-Seq and analyzed for differentially expressed genes (Figure 1C and Supplementary Figure S1c). Comparison of the transcriptomes reveals that GL+ isoforms affect expression of far fewer genes than the GL- isoforms; further, the presence of Q (Q + isoforms) has a marginal effect (Figure 1C and Supplementary Figure S1d). 

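In cells with Q– isoforms, 524 of 12578 genes differed between Q–GL– and Q–GL+ cells, of which 385 were higher and 139 lower in Q–GL– cells, with 37 higher and 4 lower by a log2 fold change of at least 1. Rgs4, which encodes a regulator of G-protein signalling, was at 20.2 ± 0.439 FPKM (SD, n = 2) in Q–GL– cells and 1.76 ± 0.0699 FPKM in Q–GL+ cells, a log2 fold change of 2.94 (standard error 0.10, adjusted p = 2.0e-08) from limma. Klk14, a kallikrein-related peptidase, was higher in Q–GL– cells by a log2 fold change of 2.42 (standard error 0.16, adjusted p = 6.8e-06), Lipn, a lipase, by 2.25, and Pygm, the muscle glycogen phosphorylase, by 1.80. Trp53i11, a p53-inducible gene, was lower in Q–GL– cells at −1.16 (standard error 0.09, adjusted p = 1.3e-05), as were Pcp4, which encodes a calmodulin-binding peptide, at −1.07, Sytl2, a synaptotagmin-like protein of vesicle transport, at −1.01, and the interferon-induced Isg15 at −0.82. Trp53i11, Pcp4 and Isg15 were also lower in Q+GL+ than in Q–GL+ cells. Over 9 other settings the log2 fold changes were −1.20 to −0.99, −0.98 to −0.85 and −0.79 to −0.59. The Isg15 call was lost in 4 of them. These differences set Q–GL+ cells apart and cannot be assigned to GL. Of the 385 and 139 genes, 160 and 12 were also higher and lower in Q–GL– than in Q+GL+ cells, a comparison added after the data were seen. Between the GL+ isoforms, 121 genes differed, 57 higher and 64 lower in Q+GL+ than in Q–GL+ cells, with 2 higher and 6 lower by a log2 fold change of at least 1. Cd74, the invariant chain of MHC class II, was higher in Q+GL+ cells by 2.21 (standard error 0.14, adjusted p = 2.3e-05), and Serpine2, a serine protease inhibitor, by 0.75. Cd74 and Serpine2 were also higher in Q–GL– than in Q–GL+ cells, at 1.97 to 2.16 and 1.41 to 1.60 over 9 other settings. Lower in Q+GL+ cells were Hmcn2, which encodes a hemicentin of the extracellular matrix, at −1.20 (standard error 0.12, adjusted p = 8.1e-04), and Tac4, a tachykinin, at −1.01. Of 5 measured melanotrope markers, a list that includes the introduced Pax7, 3 were lower in Q+GL+ than in Q–GL+ cells and none was higher (3 lower when adjusted over the list alone, and 3 lower and 0 higher at an unadjusted p under 0.05 from limma), namely Oacyl at −0.61, Megf11, a transmembrane protein with EGF-like repeats, at −0.62, and Pcsk2. The camera test of this list gave an adjusted p = 1.3e-04 with the preset correlation and an adjusted p = 0.27 with an estimated correlation, and each of the 3 calls was lost without Q–GL+ replicate 1 and without Q–GL+ replicate 2, that of Megf11 also without Q+GL+ replicate 2, those of Oacyl and Pcsk2 also without either Q+GL+ replicate, and that of Pcsk2 also without trend, with a replicate block, with only the groups compared and without the NoTag libraries. The comparisons of Q–GL– and of Q+GL+ with Q–GL+ cells both use the Q–GL+ libraries. The 30 genes higher and 29 lower than in Q–GL+ cells in both therefore do not show a shared effect. Independent lists would give 1.74 and 0.707, which leaves out the shared libraries. The 20 simulated data sets that share them gave 0.15 genes called in both, which leaves out the real differences. Part of the excess may come from the shared libraries. Across genes the comparisons correlated at r = 0.398 (covariance 0.0233), against 0.531 (covariance 0.0204) in the simulated sets. The 524 genes became 218 without Q–GL+ replicate 1, 163 without Q–GL+ replicate 2, 211 without Q–GL– replicate 1, 178 without Q–GL– replicate 2, 396 (291 higher, 105 lower) without the NoTag libraries, 896 (559 higher, 337 lower) after quantile normalization and 912 (634 higher, 278 lower) with only the groups compared. The 121 genes became 41 without Q+GL+ replicate 1, 31 without Q+GL+ replicate 2, 19 without Q–GL+ replicate 1, 22 without Q–GL+ replicate 2, 76 (28 higher, 48 lower) without the NoTag libraries, 419 (205 higher, 214 lower) after quantile normalization, 217 (104 higher, 113 lower) after median centring and 236 (105 higher, 131 lower) with only the groups compared, and the difference between the 524 and the 121 was not tested.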

Significantly, volcano plot representation of differentially expressed genes between the Q + GL- and Q + GL + isoforms reveals that most (91%) previously identified (8) melanotrope genes are preferentially activated in Q + GL– compared to Q + GL+ cells (Figure 1D and Supplementary Figure S1e, f). 

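Of 22 genes of prohormone processing and secretory granules, 8 were higher in Q–GL– than in Q–GL+ cells and none was lower, while 14 did not pass the test (11 higher and 1 lower when adjusted over the list alone, and 12 higher and 1 lower at an unadjusted p under 0.05 from limma), and 5 were higher and none was lower when any 1 of the Q–GL– and Q–GL+ replicates was left out. Chgb, which encodes the granule protein chromogranin B, was at 727 ± 46.2 FPKM (SD, n = 2) in Q–GL– cells and 367 ± 21.3 FPKM in Q–GL+ cells, a log2 fold change of 0.98 (standard error 0.09, adjusted p = 1.1e-04). Pam, the enzyme that amidates peptide hormones, was higher by 0.77 (standard error 0.09, adjusted p = 3.6e-04), and Scg2, a secretogranin, by 0.75 (standard error 0.09, adjusted p = 4.7e-04). Chgb was also higher in Q+GL+ than in Q–GL+ cells, at 0.45 to 0.57 over 9 other settings, a call lost in 5 of them. Of 8 measured genes that the paper labels as melanotrope genes, Pax7 itself included, 3 were higher in Q–GL– than in Q–GL+ cells and none was lower (4 higher when adjusted over the list alone, and 5 higher and 0 lower at an unadjusted p under 0.05), and this list was chosen by the study, so its direction is not independent evidence. Timp2, an inhibitor of metalloproteinases, was higher by 0.90 (standard error 0.07, adjusted p = 2.7e-05), and Mybpc1, a myosin-binding protein, by 1.37 (standard error 0.11, adjusted p = 2.7e-05), the remaining one being Pcsk2. Kit, a receptor tyrosine kinase, had a log2 fold change of 0.24 (standard error 0.10, adjusted p = 0.22), Mest one of 0.28, Megf11 one of −0.10 and Eln, which encodes elastin, one of −0.19, and these 4 did not pass the test. Between Q–GL– and Q+GL+ cells, compared after the data were seen, 5 of the 8 were higher in Q–GL– cells and none was lower. The share given by the paper is for Q+GL– against Q+GL+ cells and for melanotrope genes identified in earlier work. The isoform pair and the gene set differ, so the 3 of 8 is not a test of that share. Of 5 melanotrope markers fixed without the study's figures, 2 were higher in Q–GL– than in Q–GL+ cells (3 when adjusted over the list alone, and 3 higher and 0 lower at an unadjusted p under 0.05), Pcsk2 and Oacyl, an acyltransferase-like gene that was at 10.9 ± 0.347 FPKM in Q–GL– cells and 4.22 ± 0.166 FPKM in Q–GL+ cells, while Pomc, the precursor of melanotrope and corticotrope hormones, had a log2 fold change of 0.36 (standard error 0.13, adjusted p = 0.14). Of these markers, Pcsk2, Megf11 and Pax7 are also among the genes the paper labels. Pcsk2 is on the prohormone and granule list as well, so the lists are not independent of each other. Ttyh1, a chloride channel gene, was higher by 1.00 (standard error 0.15, adjusted p = 0.0033), a call lost without Q–GL+ replicate 2, and Ahsg, which encodes fetuin-A, by 0.65. Of 7 corticotrope markers, 2 were higher and none was lower (3 higher and 1 lower when adjusted over the list alone, the same numbers as at an unadjusted p under 0.05), namely Pcsk1, prohormone convertase 1, at 0.47 and Lifr, the receptor of leukemia inhibitory factor, at 0.51, and both calls were lost when any 1 of the Q–GL– and Q–GL+ replicates was left out. In camera, with correlation preset, the adjusted p was 1.5e-06 for the prohormone and granule list, 0.0064 for the genes the paper labels, 0.058 for the melanotrope markers and 0.80 for the corticotrope markers. The first and the second were lost, and the others stayed above 0.05, when the correlation was estimated, where the adjusted p = 0.58 with an estimated correlation for the first and for the second list, adjusted p = 0.68 for the third and adjusted p = 0.88 for the fourth.

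**Figure D1:**
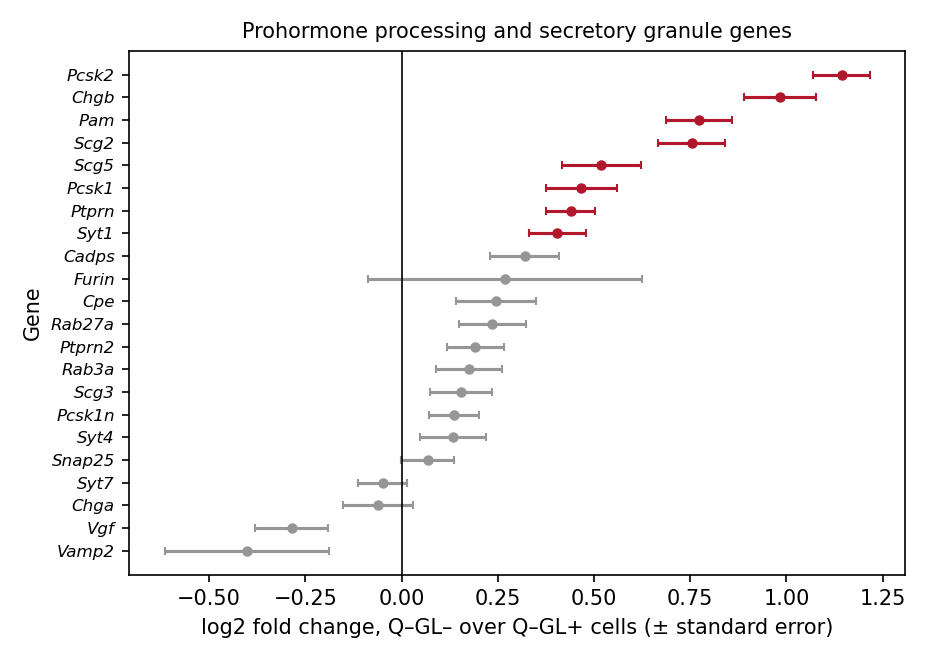
Log2 fold change of each of 22 genes of prohormone processing and secretory granules between Pax7 Q–GL– and Pax7 Q–GL+ cells, on the log2(FPKM + 1) scale, with bars of 1 standard error from limma and 2 libraries per isoform. The 8 genes in red passed the test, all of them higher in Q–GL– cells, and the lowest value, that of Vamp2, is in grey.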

The ability of Pax7 to implement this melanotrope program of gene expression thus appear to be mostly dependent on the GL– isoforms and to be prevented by the insertion of GL in the PD domain of the GL+ isoform.

This differential gene expression could be due to differences in transcriptional activation capability, and this was assessed directly by co-transfection of the various isoforms with reporter plasmids containing either the natural enhancer of the *Pcsk2* gene (Figure 1E) or reporters containing multimers of various Pax7 DNA binding sites (13) (Supplementary Figure S1g). The different Pax7 isoforms have very similar transcriptional ability in all these systems. Hence, it is not transcriptional ability that accounts for the unique properties of the isoforms. In striking contrast, the levels of the melanotrope-specific *Pcsk2* mRNA are very different in cells expressing different isoforms (Figure 1F). Indeed, the GL– isoforms express significantly higher levels of *Pcsk2* mRNA than the GL+ isoforms with the greatest difference being between the two isoforms expressed in pituitary, namely the predominant Q + GL– compared to the Q + GL+ isoform. 

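Pcsk2 encodes prohormone convertase 2, which processes Pomc into the melanotrope hormone α-MSH, and lies on chromosome 2 of GRCm38 from 143546156 to 143816285 (ENSMUSG00000027419). Its mRNA was at 36.2 ± 0.565 FPKM (SD, n = 2) in Q–GL– cells, 15.8 ± 0.558 FPKM in Q–GL+ cells and 12.1 ± 0.509 FPKM in Q+GL+ cells. Q–GL– cells exceeded Q–GL+ cells by a log2 fold change of 1.14 (standard error 0.07, adjusted p = 5.8e-06) from limma, and the call held under each of 9 other settings, at 1.10 to 1.18. They exceeded Q+GL+ cells by 1.51 (standard error 0.07, adjusted p = 3.6e-07), a comparison added after the data were seen. Q+GL+ cells were below Q–GL+ cells by a smaller margin, −0.36 (standard error 0.07, adjusted p = 0.044), and this call was lost in 8 of 9 other settings, among them each omission of 1 of the 4 Q+GL+ and Q–GL+ replicates. The log2 fold change of the Pax7 transcript was −0.12 (standard error 0.06, adjusted p = 0.32) between Q–GL– and Q–GL+ cells and −0.03 (standard error 0.06, adjusted p = 0.90) between Q+GL+ and Q–GL+ cells, neither past the test. No library is labelled Q+GL–. The NoTag libraries carry the genotype Pax7, as the paper also calls the Q+GL– isoform, and may be that sample, but this is not stated and their values stand apart, so their Pcsk2 level, the highest of the 6 groups, is given in the closing section only. The paper sets the difference in Pcsk2 mRNA against the reporter activity of the isoforms, which it found to be alike (Fig. 1E), and then compares the isoforms in their recruitment to chromatin and in chromatin opening.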

Expression of *Pcsk2* was previously shown to depend on the Pax7 pioneer ability (8,19).

### All pax7 isoforms exhibit similar genomic occupancy

Since the intrinsic transcriptional activity of the Pax7 isoforms does not explain their differential effect on mRNA expression, we assessed the ability of each isoform to be recruited to chromatin and trigger chromatin opening. We first performed ChIP-Seq for Pax7 recruitment in cells expressing the different isoforms and globally all isoforms showed similar binding (Figure 2A and Supplementary Figure S2). Subtle differences appeared however when Pax7 recruitment is compared at previously described subsets of enhancers (8) (Figure 2B), namely Constitutive (open and active before Pax7), Activated (gain of ATAC, H3K4me1 and p300 signals after Pax7 binding with prior weak signals) and in particular at Pioneer enhancers (that had no active marks before Pax7 but gained marks after). Whereas binding was similar for all isoforms at Constitutive and Activated enhancers, recruitment of the Q + GL+ isoforms is impaired, but not lost, at Pioneer enhancers compared to the reference Q + GL– isoform (Figure 2C and D), except for a small group of 115 Pioneer sites (13%, labelled as GL-sensitive binding) where binding is lost (Figure 2C).

**Figure 2.**
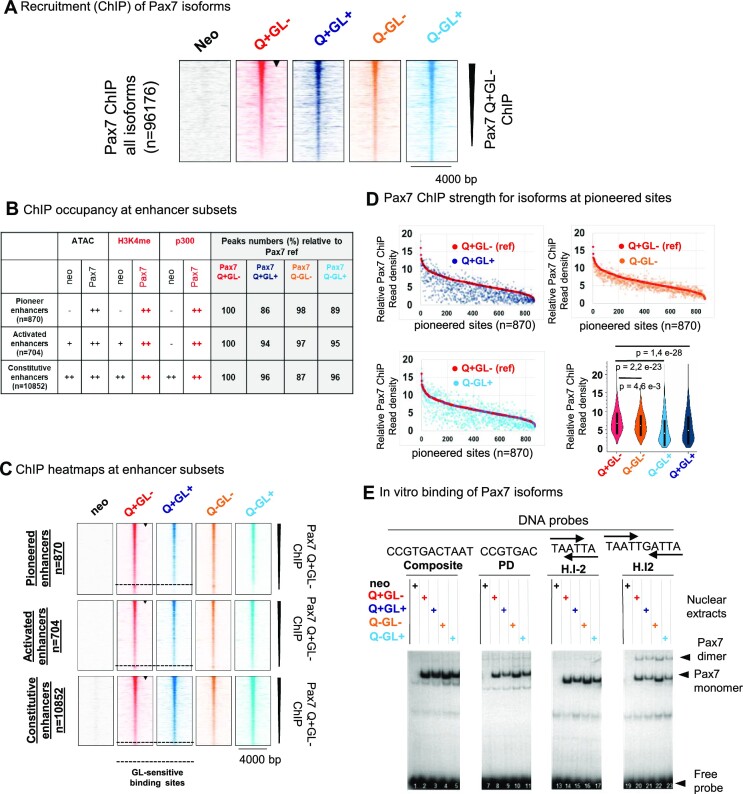
Similar genomic recruitment of all Pax7 isoforms. (**A**) ChIP-Seq analysis of genomic recruitment for Pax7 isoforms as indicated. Heatmaps are ordered by decreasing intensity for the reference Q + GL– isoform (indicated by arrowhead). (**B)** Pax7 isoform occupancy (in comparison to reference isoform) at the different subsets of Pax7 recruitment sites as indicated. The presence/absence of different marks used to define enhancers are indicated for sites pioneered or activated by Pax7 in comparison to Constitutive enhancers that are not affected by Pax7 occupancy as defined in ref. (13). (**C**) Heatmap representation of Pax7 isoform recruitment at the indicated subsets of Pax7 recruitment sites rank-ordered relative to the reference Q + GL– isoform (arrowhead). A small subset of about 13% of Pioneer sites no longer binds the GL + isoforms as indicated by the dashed line at bottom of heatmaps. (**D**) Comparisons of Pax7 ChIP recruitement strength for the indicated isoforms at the subset of Pioneer sites. The violin plot compares recruitment strengths of the various isoforms with the reference Pax7 Q + GL–; *P* values were determined by the Mann–Whitney *U* test. (**E**) In vitro binding of Pax7 isoforms to various DNA target sites (probes) for either Composite, paired (PD), or HD (H.I-2, H.I2) domains was assessed by electrophoretic mobility shift assay (EMSA) as described previously (13). The positions of Pax7 monomers and dimers, as well as free probe, are indicated on the right.

The small decrease in genomic recruitment of the GL+ isoforms could be due to intrinsic DNA binding ability, and this was assessed by *in vitro* binding in electrophoretic mobility shift assay (EMSA) experiments (Figure 2E). We previously (13) characterized Pax7 binding to various DNA target sites for either or both of its DNA binding paired (PD) and/or homeo (HD) domains (Figure 2E). Hence, we assessed binding of the Pax7 isoforms to these probes and the experiments showed similar *in vitro* binding ability for the various isoforms with a slightly weaker binding of the GL+ compared to the GL– isoforms: this was true for all probes studied (Figure 2E). It is thus possible that the weaker recruitment observed for the GL+ isoforms in ChIP experiments may in part be due to lower intrinsic DNA binding affinity. However, the decrease in Q + GL+ recruitment compared to the Q + GL– isoforms (Figure 2C) appears greater than expected from differences in *in vitro* binding.

### Melanotrope enhancers are primed rather than activated by GL+ isoforms

In order to assess the ability of Pax7 isoforms to initiate chromatin opening, we performed ATAC-Seq on cells harboring the pituitary-expressed Q + GL– and Q + GL+ isoforms. Whereas similar ATAC-Seq signals are observed at Constitutive sites for both isoforms, the Q + GL+ isoform is unable to open a subset of sites in both the Pioneer and Activated subcategories (Supplementary Figure S3a–e). It is ∼45% of the Pioneer sites that fail to show significant ATAC-Seq signal in presence of Q + GL+ compared to Q + GL– isoform. We assessed whether the underlying Pax7 DNA binding motifs present in each subset of enhancers could account for the sensitivity to insertion of the GL residues in the PD domain. Neither frequency of individual motifs (Supplementary Figure S3f) nor total number of Pax7 binding motifs (Supplementary Figure S3g) can explain the difference between the properties of the two Pioneered subsets.

To further assess Pax7-dependent deposition of active enhancer marks, we performed ChIP-Seq for H3K4me1, a mark of potentially active enhancers. Interestingly, the subset of enhancers that did not show significant ATAC-Seq signals, do show a small gain in H3K4me1 that mostly presents as a single weak peak compared to the bimodal H3K4me1 distribution typically observed at fully active enhancers (Supplementary Figure S3c). This single peak H3K4me1 profile is typical of Primed enhancers and hence the subset of enhancers that are impaired by the presence of GL+ fails to be fully activated but is nonetheless remodelled from the inactive to the Primed state. Since this change in H3K4me1 profile is the most significant GL-dependent alteration, we quantitated the H3K4me1 profiles as single or bimodal profiles, the latter subgroup being further subdivided as symmetric or asymmetric bimodal profiles (Figure 3A, B). Examples of these profile changes are shown for two Pax7-dependent enhancers (Figure 3D). The H3K4me1 profiles thus provide the best illustration of the impact of GL insertion for pioneer action: whereas a subset of sites is insensitive (GL-insensitive), three subsets that retain Pax7 binding with decreased ATAC signal (Figure 3C) exhibit a shift from bimodal to single peak (either symmetrical or asymmetric) H3K4me1, indicative of a failure of nucleosome displacement (Figure 3B, E).

**Figure 3.**
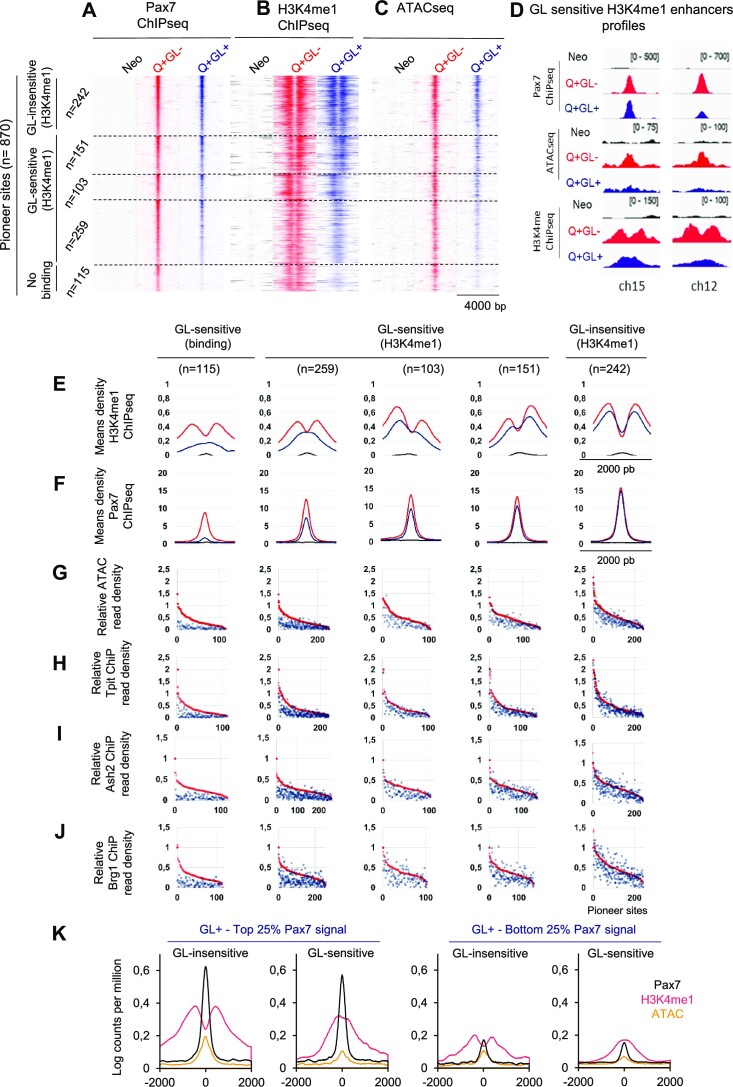
The melanotrope-specific Pax7 enhancers are primed rather than activated by the GL + isoform. (**A–C**) Pioneer ability of the two pituitary-expressed Pax7 isoforms (throughout, GL– and GL+ isoforms are shown in red and blue, respectively) assessed by Pax7 ChIP-Seq (A), H3K4me1 ChIP-Seq (B) and ATAC-Seq (C). Heatmaps are shown for the subsets of Pioneer enhancer sites that are subdivided into GL-sensitive, GL– insensitive and No binding subsets based on the H3K4me1 profiles and Pax7 recruitment. The ‘No binding’ subset lost binding of the Q + GL+ isoform whereas the GL-sensitive subsets show single peaks of H3K4me1 instead of the bimodal distribution (either centered or asymmetric). (**D**) Gene browser views of Pax7 ChIP-Seq, ATAC-Seq and H3K4me1 ChIP-Seq signals for control AtT-20 cells (Neo) and cells expressing the indicated Pax7 isoform at two representative loci (chr15:62959658–62959772 and chr12:42716335–42716480). (**E, F**) Average profiles (relative reads densities) for the indicated marks determined by ChIP-Seq at the subsets of Pax7 Pioneer sites. (**G–J)** Data distribution profiles are ordered relative to Pax7 GL– signals for the indicated marks and Pioneer subsets (A). (**K**) Average profiles (log_10_ counts per millions) for Pax7, H3K4me1 and ATAC-Seq of the Top and Bottom quartiles (25%) of Pax7-bound Pioneered sites (excluding the No binding subset, total of 755 sites). The average profiles are shown for the GL-sensitive and GL-insensitive subsets within each quartile.

We then assessed how stable Pax7 binding may differ between the subsets of pioneered enhancers (Figure 3F) and whether this may account for the difference in chromatin opening revealed by ATAC-Seq (Figure 3G). While Pax7 binding is more affected for the GL-sensitive subsets compared to the GL-insensitive subset, significant binding remained for most sites within the subsets of GL-sensitive enhancers (Figure 3F). However, the loss of chromatin opening ability revealed by ATAC-Seq is significantly different between the subsets (Figure 3G). The analysis of transcription factor DNA binding motifs did not provide clues to explain the differences between GL subsets (Supplementary Figure S4).

We further compared the status of the GL-sensitive and GL- insensitive enhancers by performing ChIP-Seq for Tpit, a Pax7 cooperating nonpioneer (20), and chromatin remodelling proteins associated with Pax7 pioneering (8). Whereas recruitment of the Pax7-cooperating transcription factor Tpit and of the remodelling complex proteins Ash2 and Brg1 are similar for Q + GL+ and Q + GL– at the GL-insensitive subset of enhancers, their recruitment is about half for the GL-sensitive subset (*n* = 259) of enhancers that exhibit a single peak of H3K4me1 (Figure 3H–J and Supplementary Figure S5). While these recruitment decreases are correlated with weaker chromatin opening (ATAC), they are more strikingly associated with a failure of nucleosome eviction (single peak rather than bimodal H3K4me1 profiles) and enhancers that appear stalled in the Primed state (Figure 3E). This could be due to inadequate recruitment of Tpit and/or of the SWI/SNF complex containing Brg1.

Reduced chromatin recruitment of the Pax7 GL + isoform (Figure 3A) could account, at least to some extent, for its decreased pioneering ability as revealed by weaker ATAC-Seq (Figure 3C) and H3K4me1 deposition (Figure 3B). However, Pax7 ChIP-Seq recruitment strength does not correlate well with either H3K4me1 or ATAC signals for both Pax7 GL– and Pax7 GL+ isoforms (Supplementary Figure S6). Further, each subset of GL-sensitive Pioneer sites (Figure 3A) have strong Pax7 ChIP-Seq signals that overlap the signal strengths of the GL-insensitive subset, arguing against a strict relation between chromatin recruitment strength and pioneering outcome. This point is best exemplified by extracting the top and bottom quartiles (25%) of the Pioneered sites (based on Pax7 recruitment signals of all 755 sites, excluding the ‘No binding’ subset) and assessing their average profiles of Pax7 GL+, H3K4me1 ChIP-Seq and ATAC-Seq signals at the GL-sensitive compared to GL-insensitive subsets (Figure 3K). This analysis clearly highlights that the strong Pax7 recruitment sites (top quartile – 25%) of both GL-sensitive and GL-insensitive subsets have different outcomes with single peaks and bimodal H3K4me1 distributions, respectively. In contrast and in support of the conclusion that recruitment strength does not correlate with outcome, the weaker sites (bottom quartile) also show either single peak (GL-sensitive) and bimodal (GL-insensitive) H3K4me1 profiles despite quite weak and similar Pax7 GL+ recruitment (Figure 3K). Thus in spite of a global decrease in chromatin recruitment (ChIP-Seq) for the Pax7 GL+ isoform that may contribute to the loss of pioneer ability, the outcome of its action appears to be qualitatively different for the GL-sensitive and GL-insensitive targets at both strong and weak Pax7 GL+ recruitment sites.

### Pax3 (GL–) fails to open the GL-sensitive melanotrope specific enhancers

The Pax transcription factor that is most similar to Pax7 is Pax3 and indeed, these two factors cooperate for implementation of the skeletal muscle program (40). Even though Pax3 is not expressed in the pituitary, it is interesting to compare the pioneering ability of those two factors in view of their co-expression in other tissues. Pax3 was thus introduced into AtT-20 cells and expressed at similar levels as Pax7 (Supplementary Figure S7a, b). 

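The 2 libraries of AtT-20 cells expressing Pax3 entered the same fit as those of the Pax7 isoforms, and were compared with Q+GL+ cells as planned and with Q–GL– cells as an addition made after the data were seen. The Pax7 transcript was at 0.160 ± 9.79e-04 FPKM (SD, n = 2) in Pax3 cells, a log2 fold change of 6.46 between Q+GL+ and Pax3 cells. Tbx19 was at 126 ± 10.6 FPKM and Pomc at 5767 ± 926 FPKM in Pax3 cells. The Pax3 gene is not among the genes analysed here, so its own transcript level is not given. Across genes, the Pax3 libraries correlated at r = 0.990, and the median absolute log2 difference between them was 0.150, the largest of the 6 groups.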

Pax3 and Pax7 have very similar sequence in their DNA binding domains and are relatively conserved in their C-terminal regions (Figure 4A and Supplementary Figure S7a), but Pax3 does not have the OAR sequence present in the C-terminus of Pax7. Pax7 and Pax3 have similar *in vitro* binding ability when assessed by EMSA (Figure 4B). However, AtT-20 cells expressing Pax3 showed altered expression of far fewer genes compared to Pax7 Q + GL- and strikingly, a similar subset of genes that are unaffected by the GL+ isoform of Pax7 also fail to be upregulated by Pax3 that is itself Q + GL– (Figure 4C and Supplementary Figure S1d). 

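Cells expressing Pax3 and cells expressing Pax7 Q+GL+ differed at 33 of 12578 genes, 22 higher and 11 lower in Q+GL+ cells, and 1285 differed at an unadjusted p under 0.05. Q–GL– cells differed from Pax3 cells at 545 genes, 455 higher and 90 lower in Q–GL– cells. Rgs4 was at 1.92 ± 0.328 FPKM (SD, n = 2) in Pax3 cells and 2.09 ± 0.0788 FPKM in Q+GL+ cells, and Q–GL– cells exceeded Pax3 cells by a log2 fold change of 2.87 (standard error 0.10, adjusted p = 1.3e-08) from limma. Timp2 was at 26.6 ± 0.981 FPKM in Pax3 cells and 29.8 ± 0.772 FPKM in Q+GL+ cells, with Q–GL– above Pax3 cells by 1.25 (standard error 0.07, adjusted p = 9.4e-07). Oacyl was at 1.89 ± 0.275 and 2.41 ± 0.143 FPKM in Pax3 and Q+GL+ cells, Mybpc1 at 2.45 ± 0.167 and 2.29 ± 0.172 FPKM and Ttyh1 at 13.2 ± 2.53 and 19.6 ± 1.75 FPKM, and Q–GL– cells exceeded Pax3 cells by 2.04, 1.58 and 2.12. The log2 fold change between Q+GL+ and Pax3 cells was 0.09 (standard error 0.10, adjusted p = 0.85) for Rgs4, 0.16 (standard error 0.07, adjusted p = 0.48) for Timp2, −0.07 (standard error 0.11, adjusted p = 0.90) for Mybpc1 and 0.54 (standard error 0.15, adjusted p = 0.23) for Ttyh1, none of them past the test. Pcsk2 was at 18.0 ± 1.20 FPKM in Pax3 cells, below Q–GL– cells by 0.97 (standard error 0.07, adjusted p = 1.4e-05) and above Q+GL+ cells, with −0.54 (standard error 0.07, adjusted p = 0.022) for Q+GL+ over Pax3, a call lost with only the groups compared, without Pax3 replicate 2, without Q+GL+ replicate 1 and without Q+GL+ replicate 2. Serpine2 was higher in Q+GL+ than in Pax3 cells at 0.72 (standard error 0.08, adjusted p = 0.0048), a call lost without Q+GL+ replicate 1 and without Q+GL+ replicate 2. Of the 385 genes higher in Q–GL– than in Q–GL+ cells, 240 were also higher in Q–GL– than in Pax3 cells, but both comparisons use the Q–GL– libraries, for whose high values these genes were chosen, so part of this overlap may come from the shared libraries. Independent lists would give 13.9, which leaves out the shared libraries, and 20 simulated data sets gave 0.2 genes called in both, which leaves out the real differences, so neither shows how much of the 240 is a shared effect. Among the 139 genes lower in Q–GL– than in Q–GL+ cells, 34 were also lower in Q–GL– than in Pax3 cells. Independent lists would give 0.995 there, and the Q–GL– libraries are again shared. Across all genes tested the comparisons correlated at r = 0.587 (covariance 0.0430), against 0.476 (covariance 0.0179) in the simulated sets. Between Q+GL+ and Pax3 cells the median log2 fold change of the 385 was 0.105, against 0.024 over all genes tested, with 11 of the 385 past the test, 10 of them higher in Q+GL+ cells. Of the 22 genes of prohormone processing and secretory granules, 10 were higher in Q–GL– than in Pax3 cells and none was lower (14 higher and 0 lower when adjusted over the list alone and at an unadjusted p under 0.05, and 5 to 11 higher and 0 lower when 1 of the Q–GL– and Pax3 replicates was left out), whereas between Q+GL+ and Pax3 cells 1 was higher and 1 lower (4 higher and 1 lower when adjusted over the list alone and at an unadjusted p under 0.05, camera adjusted p = 0.13, adjusted p = 0.92 with an estimated correlation), both calls being lost with only the groups compared and without either Q+GL+ replicate. The higher call, that of Chgb, was also lost without trend, with a replicate block, without the NoTag libraries and without Pax3 replicate 1. The lower call, that of Pcsk2, was also lost without Pax3 replicate 2. The list that camera called between Q+GL+ and Pax3 cells was that of the interferon response, towards lower in Q+GL+ cells (adjusted p = 0.0052, adjusted p = 0.77 with an estimated correlation), with 0 of 16 members past the test (0 higher and 3 lower when adjusted over the list alone, 1 higher and 5 lower at an unadjusted p under 0.05). With the introduced Pax7 left out of the lists, a choice made after the results were seen, 3 of 4 melanotrope markers were higher in Q–GL– than in Pax3 cells and none was lower (3 higher and 0 lower when adjusted over the list alone and at an unadjusted p under 0.05). Of 7 genes the paper labels as melanotrope genes, a list that is not independent evidence, 4 were higher and none was lower (4 higher and 1 lower when adjusted over the list alone and at an unadjusted p under 0.05), while between Q+GL+ and Pax3 cells 2, Pcsk2 and Eln, were lower in Q+GL+ cells and none was higher (1 higher and 4 lower when adjusted over the list alone, 2 higher and 4 lower at an unadjusted p under 0.05, camera adjusted p = 0.0043 towards lower, adjusted p = 0.47 with an estimated correlation). The call of Eln, at −0.55, was lost without any 1 of the Pax3 and Q+GL+ replicates, without trend and without the NoTag libraries. For Q–GL– against Pax3 cells, camera gave an adjusted p = 1.5e-11 for the prohormone and granule list and, without Pax7, 3.1e-06 for the melanotrope markers and 1.2e-04 for the genes the paper labels. These calls were lost when the correlation was estimated, with an adjusted p = 0.16 with an estimated correlation for each of the lists. The 33 genes became 5 (2 higher, 3 lower) without Pax3 replicate 1, 12 without Pax3 replicate 2, 2 without Q+GL+ replicate 1, 1 without Q+GL+ replicate 2, 17 (10 higher, 7 lower) without the NoTag libraries, 133 (59 higher, 74 lower) after quantile normalization, 55 (26 higher, 29 lower) after median centring, 19 (10 higher, 9 lower) with a replicate block, 12 (5 higher, 7 lower) without trend, 11 (2 higher, 9 lower) without a filter and 9 (2 higher, 7 lower) without the robust option. The 545 genes became 237 without Pax3 replicate 1, 226 without Q–GL– replicate 1, 187 without Q–GL– replicate 2, 431 (362 higher, 69 lower) without the NoTag libraries, 656 (439 higher, 217 lower) after median centring and 891 (531 higher, 360 lower) after quantile normalization. The paper's comparison was made with Q+GL– and control cells, and from it the paper states that genes unaffected by the GL+ isoform also fail to be upregulated by Pax3 (Fig. 4C).

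**Figure D2:**
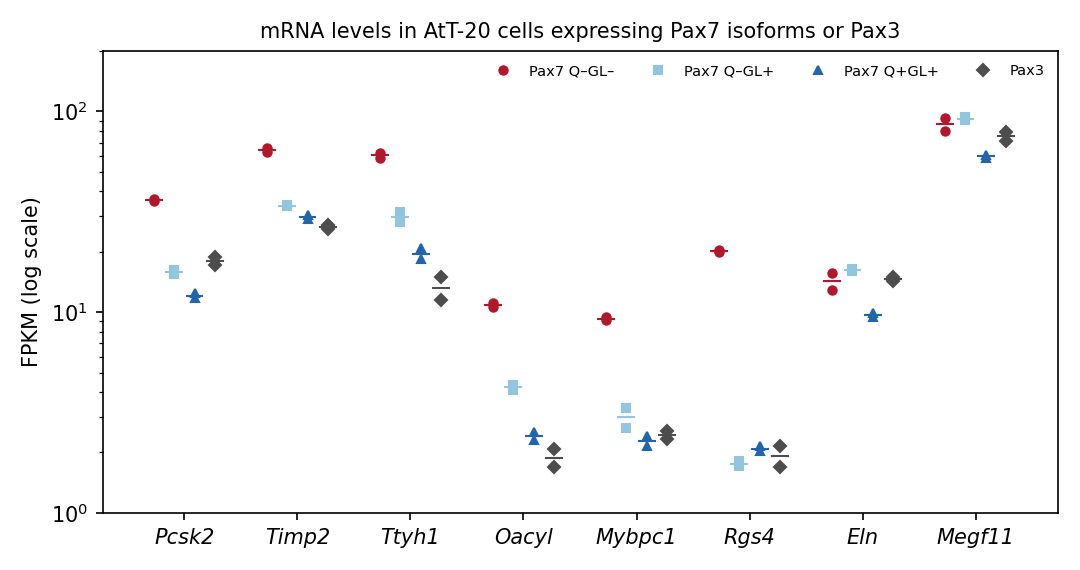
FPKM on a log scale of 8 genes in each of the 2 libraries of Pax7 Q–GL–, Pax7 Q–GL+, Pax7 Q+GL+ and Pax3 cells, with a bar at the mean of each group. Pcsk2, Timp2, Ttyh1, Oacyl, Mybpc1 and Rgs4 lie highest in Q–GL– cells, while Eln and Megf11 do not.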

Comparison of Pax3/7 and H3K4me1 ChIP-Seq together with their ATAC-Seq profiles show that Pax3 behaves similarly to the Q + GL+ Pax7 isoform despite Pax3 being GL– (Figure 4D>–F). Hence, Pax3 is similarly deficient in chromatin opening ability (Figure 4E) despite limited impact on ChIP-Seq recruitment at the GL-sensitive subset (Figure 4D) together with a H3K4me1 single peak profile typical of Primed enhancers (Figure 4F).

**Figure 4.**
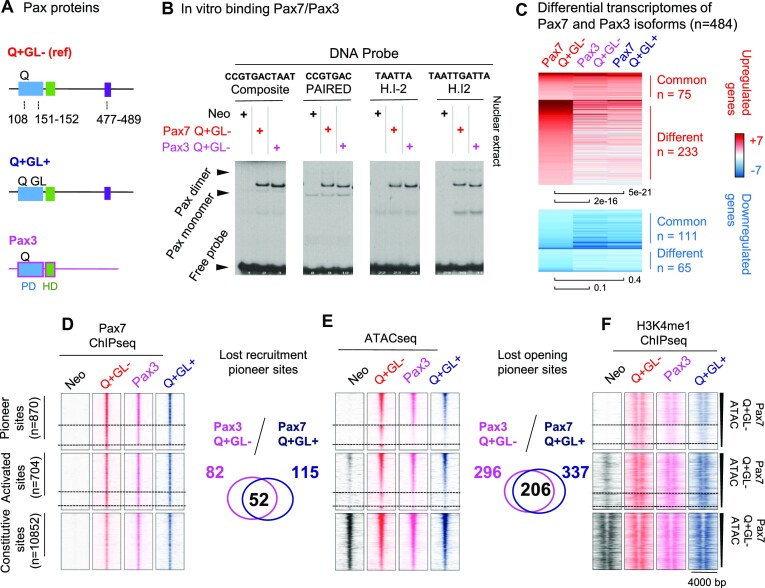
Pax3 has impaired pioneer activity comparable to that of Pax7 GL+. (**A**) Schematic representation of Pax3 and Pax7 isoforms. Pax3 is Q + GL– and does not have the OAR-containing C-terminal extension present in Pax7. (**B**) *In vitro* binding abilities (EMSA) of Pax3 and Pax7 using DNA probes for their different DNA binding sites. (**C**) Differential transcriptome analyses of Pax3 and indicated Pax7 isoforms expressed in pituitary AtT-20 cells. Heatmaps represent differential transcriptomes compared to control AtT-20neo cells. The scale +7/–7 represents the log_2_ fold change with *P* values <0.05. The *T* test *P* values of gene expression changes are shown below the heatmaps. (**D–F**) Comparison of Pax3 action with Pax7 isoforms at different subsets of recruitment sites. Venn diagrams show significant overlap for Pax3 and Pax7 GL+ loss of sites compared to Pax7 GL- in ATAC-Seq (D) and in ChIP-Seq (E). Similar decreases are shown for H3K4me1 ChIP-Seq distributions (F).

### Pax7 C-terminus is required for recruitment to melanotrope specific enhancers

To define Pax7 domains involved in pioneer activity, we conducted C-terminal deletions of Pax7 (Figure 5A). The choice of C-terminal deletions endpoints was guided by alignment of the mouse Pax7 and Pax3 sequences in order to delete blocks of homology where possible (Supplementary Figure S7a). Pools of AtT-20 cells expressing these deletions mutants at similar levels (Supplementary Figure S7b) were first assessed for *in vitro* DNA binding ability. These gel-shift experiments used the different probes recognized by either or both PD and HD domains and show similar *in vitro* binding activity for all deletion mutants, including Pax7-291 that is deleted of the entire C-terminus (Figure 5B). The smallest C-deletion mutant, Pax7-465, is deleted of C-terminal sequences that are unique to Pax7 compared to Pax3 and that contain the OAR motif. Pax7-465 exhibits similar recruitment by ChIP-Seq as the reference Pax7-503 at pioneered sites (Figure 5C) leading to similar DNA accessibility measured in ATAC-Seq (Figure 5D) and deposition of similar bimodal distribution of H3K4me1 (Figure 5E). The OAR motif is thus not required for pioneer ability, although activity might be slightly decreased. Further C-terminal deletion to position 431 leads to loss of recruitment at ∼60% of Pioneer sites (Figure 5C), but not to Constitutive sites. Finally, almost complete deletion of the C-terminus to position 291 abrogates recruitment to Pioneer sites and reduces recruitment to Constitutive sites (Figure 5C) despite intact *in vitro* (EMSA) binding (Figure 5B).

**Figure 5.**
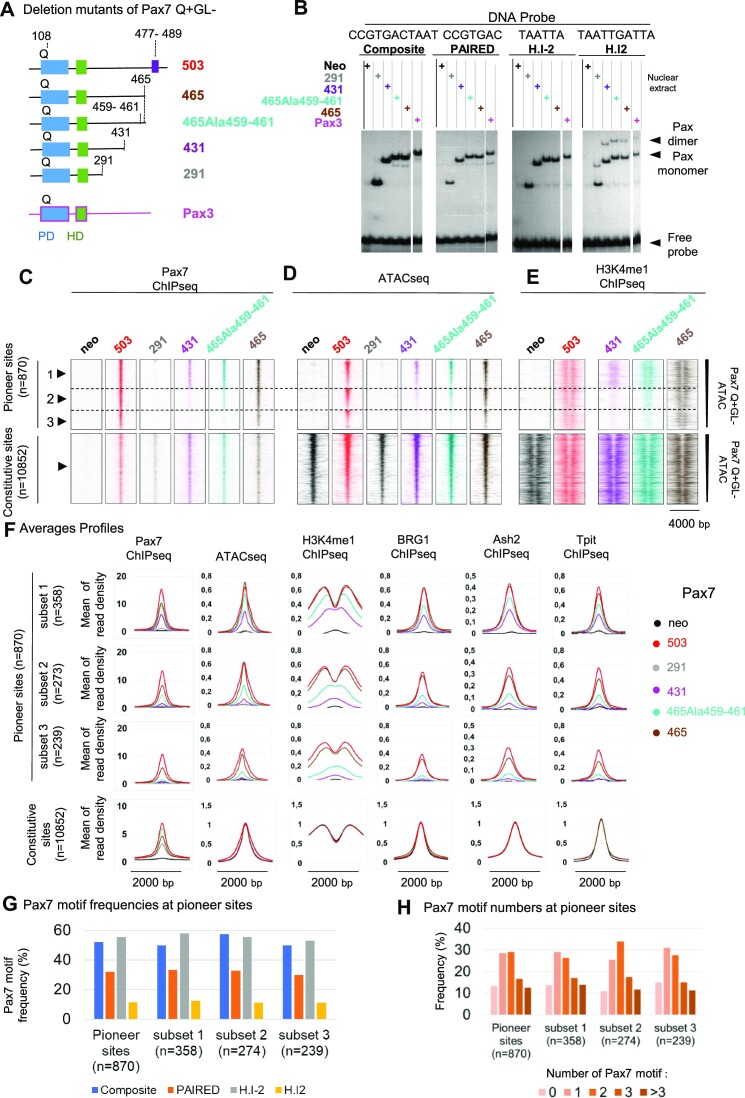
Pax7 amino acids 431–465 are necessary for pioneer activity. (**A**) Schematic representation of C-terminal deletion mutants of Pax7 assessed for pioneer ability. (**B**) *In vitro* DNA binding activity of Pax7 C-terminal deletion mutants assessed by EMSA using the indicated DNA probes. (**C–E**) Chromatin opening ability of Pax7 C-terminal deletion mutants assessed by Pax7 ChIP-Seq (**C**), ATAC-Seq (**D**) and H3K4me1 ChIP-Seq (**E**). Subsets of Pioneer peaks that are impaired at different levels are indicated by dashed lines and numbered on the left. (**F**) Average profiles for Pax7 ChIp-Seq, ATAC-Seq, H3K4me1, BGR1, Ash2 and Tpit ChIP-Seq for the subsets of Pioneer sites affected by C-terminal deletions. (**G, H**) Frequencies (G) and total numbers (H) of Pax7 binding DNA motifs present at different subsets of Pioneer sites defined by Pax7 C-terminal deletions.

The critical interval between positions 431 and 465 is interesting because it is quite conserved compared to Pax3 and because it contains multiple putative sites of phosphorylation (Supplementary Figure S7a). To identify critical residues within this interval for Pax7 recruitment to pioneer sites, we performed a series of alanine replacement mutations throughout the interval and assessed those Pax7 mutants (Supplementary Figure S7b–d). Mutagenesis of either residues 459–461 or 463–464 to alanines had similar deleterious effects on recruitment to the *Pcsk2* pioneer site (Supplementary Figure S7c) but not to a transcriptionally activated site (*Pde2a*), and corresponding effects on *Pcsk2* mRNA levels (Supplementary Figure S7d). These mutations have marginal effects on a gene, *Lmcd1*, that is transcriptionally activated (ie not requiring pioneer action) by Pax7 (Supplementary Figure S7d). When assessed by ChIP-Seq, Pax7-465Ala^459-461^ shows a subset of sites (Figure 5C, subset 2) that has reduced but significant Pax7 binding in contrast to a subset 3 that shows no recruitment as for Pax7-431 (Figure 5C). As would be expected, the Pioneer sites that are no longer recognized by Pax7-431 or Pax7-465Ala^459-461^ (subset 3) show no ATAC signal (Figure 5D) and no H3K4me1 deposition (Figure 5E, F). In contrast, subset 2 of peaks that retain reduced Pax7 recruitment with Pax7-465lAla^459-461^ exhibits reduced ATAC-Seq signals and deposition of H3K4me1 with a single peak rather than bimodal distribution (Figure 5D, E). For Pax7-431, subset 2 shows no recruitment, ATAC or H3K4me1 signals, suggesting that the 431–465 interval contributes to chromatin interaction. Finally, subset 1 (peaks that have reduced Pax7 recruitment and ATAC-Seq signals for Pax7-431 and Pax7-465Ala^459-461^) shows a reduced single peak of H3K4me1 for Pax7-431 and a diminished bimodal signal for Pax7-465Ala^459-461^ (Figure 5C–F). The average profiles for these marks as well as for Tpit, Ash2 and Brg1 vary proportionately with the impact of deletions (Figure 5F). Thus, both Pax7-431 and Pax7-465 Ala^459-461^ behave similarly in the sense that for the subset of peaks where they retain weaker recruitment by ChIP-Seq, this is associated with reduced ATAC-Seq signals and a shift from bimodal to a single weaker peak of H3K4me1, typical of Primed enhancers. It is noteworthy that the three subsets of sites variably affected by Pax7 C-terminal deletions have similar frequencies of Pax7 binding motifs (Figure 5G) and total numbers of motifs (Figure 5H), suggesting that chromatin interaction may be the primary determinant for their recruitment.

This behavior is reminiscent of sites that are affected by the insertion of GL in the Pax7 Q + GL+ isoform (Figure 3). Comparison of the GL-sensitive subsets of Pioneer sites with those affected by the Pax7-465Ala^459-461^ showed that the former subset is overlapping with sites that show the loss of Pax7 recruitment or a shift from H3K4me1 bimodal to single peak with loss of ATAC signal following C-terminal deletion (Figure 6A–E). Hence, enhancers that exhibit impaired chromatin opening together with Primed rather than Active state because of GL+ insertion in the PD domain are also dependent on C-terminal sequences between 459–465 for chromatin remodelling. Overall, the Pax7-465Ala^459-461^ mutant shows impairment at a greater number of sites compared to the GL+ isoform but the latter are all included in the former group. The dependence of the same subset of enhancers on these two structural features of Pax7 for pioneer action may suggest that these enhancer's contexts are similar. Further, these enhancer subsets exhibit parallel losses of Tpit recruitment (Figure 6F). In view of the importance of Tpit recruitment for complete enhancer opening (2), the reduced recruitment of Tpit at GL-sensitive enhancers can account for the observed blockade at the Primed state.

**Figure 6.**
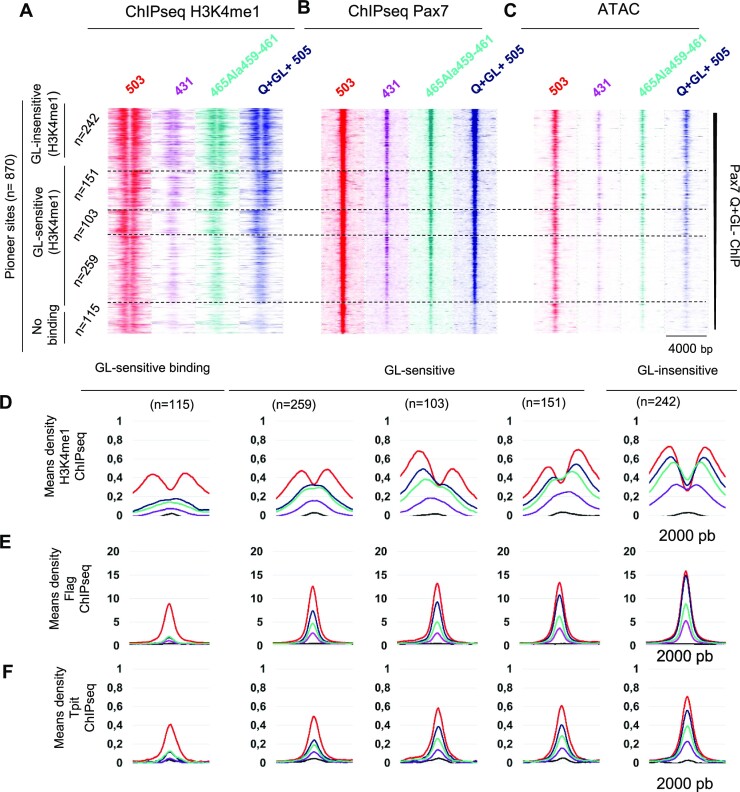
Pax7 paired domain GL+ insertion and amino acids 431–465 have similar impacts on melanotrope enhancer opening. (**A–C**) Comparison of the deleterious effects of Pax7 C-terminal deletions with insertion of GL in the paired domain of isoform Q + GL+. The similarities are present in H3K4me1 (A) and Pax7 (B) ChIP-Seq, as well as in ATAC-Seq (C) profiles. Subsets are presented as defined by impact of GL+ isoform (Figure 3). (**D–F**) Average profiles of indicated chromatin marks at GL-sensitive subsets of Pioneer peaks for Pax7 isoforms and critical C-terminal deletions as indicated by color-coding of Pax7 forms in (A).

## DISCUSSION

We showed in the present work that the GL+ isoform of Pax7 produced by differential splicing of an extra two amino acids into the DNA binding PD domain loses significant pioneer ability without any effect on its transcription activation potential. The loss of pioneer ability is not complete as it affects a subset of its Pioneer sites in AtT-20 cells. The affected subsets include one (about 13% of Pioneer sites) that loses Pax7 recruitment in ChIP-Seq experiments and other subsets (three GL-sensitive subsets alltogether representing 59% of Pioneer sites) that fail to be completely opened and remain in the Primed state (Figure 3). Nonetheless, these subsets are significant as they lead to failure to activate most of the melanotrope transcriptome. The similar transcriptional activity of the various Pax7 isoforms (Figure 1E) suggests that they may be redundant for transcriptional maintenance. However, the isoform-specific pioneering ability implies that implementation of new enhancer repertoires by Pax7 during development may be linked to production of the appropriate isoform, the GL– isoform in the pituitary. While the different isoforms of Pax7 are expressed in adult tissues, there is no documentation of these differential splicing events at critical times during either pituitary, muscle or brain development.

Another differential splicing of the *Pax7* gene appears crucial for function: indeed, a splicing mutant resulting in loss of the OAR-containing isoform of human PAX7 is associated with a global neurodevelopmental delay (39). This mutation results in production of PAX7 isoforms that are similar to Pax7-465 terminating with coding sequence of the Pax7 exon 8. Since our analyses (Figure 5) indicate that Pax7-465 is sufficient for pioneer ability and function in pituitary cells, this suggests that some PAX7 functions in neural tissues might be uniquely dependent on the OAR domain.

Could relative affinity for genomic / chromatin target sites be the limiting factor that accounts for loss of pioneering ability by the GL + isoform and/or the C-terminal deletion mutants? A slightly lower apparent affinity of the GL + isoform for target DNA in EMSA (Figure 2E) could reflect such dependence. However, some of the more severely affected Pax7 deletion mutants show decreased genomic recruitment by ChIP-Seq but no loss of *in vitro* DNA binding (EMSA) (Figure 5B). In contrast, the different subsets of Pioneer sites sensitive to either GL+ (Figure 3) or to C-terminal deletions (Figure 5) show overlapping distributions of Pax7 ChIP-seq recruitment strength and ATAC signals. So, these distributions argue against DNA binding strength as a primary determinant of pioneer ability (Figure 6A). Also, the apparent Pax7 ChIP recruitment signal intensity in itself is not well correlated with chromatin opening ability (Supplementary Figure S6) and whether considering strong or weak Pax7 GL + sites of the GL-sensitive or GL-insensitive subsets, their response is not strictly correlated with Pax7 recruitment strength (Figure 3K). A similar conclusion was reached by analysis of initial recruitments at different Pax7 pioneer sites where initial recruitment strength is inversely correlated with the levels of linker histone H1 (2). But it could be a combination of DNA and chromatin interaction strengths, together with ability to recruit the cooperating TF Tpit (as discussed below), that ultimately determine chromatin modification and opening. In this respect, it is noteworthy that Pax7-291 which is deleted of most C-terminal sequences with an intact DNA binding domain, binds DNA *in vitro* (Figure 5B) but fails to be recruited at Pioneer sites in chromatin (Figure 5B), highlighting the crucial role of the C-terminus for chromatin recruitment at closed sites but not at the already open Constitutive sites (Figure 5C). Within the Pax7 C-terminus, the progressive deletions suggest that sequences within both the aa291–431 and aa431–465 regions contribute to chromatin interaction at the closed Pioneer sites. Similarly, chromatin and linker histone H1 interaction of the pioneer PU.1 was mapped outside its DNA binding domain (16). In summary, despite some clear relationship between recruitment strength and pioneering ability, it is likely that other parameters are critical to explain the loss of pioneering ability.

It is noteworthy that the GL+ isoform or the deletion mutants that are impaired in pioneering ability exhibit subsets of targets that appear blocked in the primed state rather than being fully activated by the reference Pax7 (Figure 7). Blockade at the primed state is expected of a pioneering process going through the first step of chromatin opening but failing to undergo the second cell-cycle dependent step that involves nucleosome displacement and recruitment of the SWI/SNF complex (2). We also showed that this second step requires the cooperating nonpioneer factor Tpit in addition to cell replication (2). It is thus possible that pioneer ability of Pax7 mutants may result in the impaired ability of these mutants to recruit/interact with Tpit. The loss of Tpit recruitment at the GL-sensitive and Pax465Ala^459-461^ subsets of impaired pioneer sites is similar (Figure 6F) and hence this is a reasonable explanation. Further investigation of the Pax7-Tpit interaction would be needed to support this model behond the present correlation. It is however noteworthy that the subset of sites that are only primed by Pax7 in AtT-20 cells does not recruit Tpit (2,8) and knockout of the *Tpit* gene results in failure of Pax7 pioneer capacity in the mouse pituitary (20). Further, Pax3 behaves very similarly to the GL+ Pax7 isoform in pituitary cells despite Pax3 being GL– and it also shows reduced Tpit recruitment (Figure 6F). This may be taken to suggest that the impact of GL insertion in Pax7 is at a tridimensional level, and this would be consistent with prior work suggesting that a unique conformation of Pax7 (that requires both intact paired and homeo domains) is involved in pioneering ability (13).

**Figure 7.**
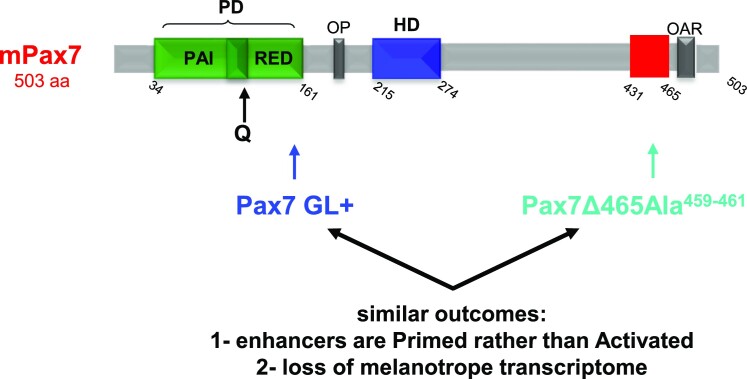
Pax7 features associated with impaired pioneer action and loss of melanotrope transcriptome. Schematic representation of mouse Pax7 alterations that prevent activation of large subsets of Pioneer sites and that are associated with activation of the melanotrope transcriptome. Both insertion of GL residues in a naturally-occurring isoform (GL+) and C-terminal deletion to position 465 together with alanine replacement of indicated conserved residues (Pax7del465Ala459-461) have very similar effects on pioneer activity.

Considered globally, the results present a picture of gradual loss of pioneering ability by the GL + and deletion mutants that affect the same subsets of pioneer sites suggesting that it is the intrinsic properties of those sites that underlie their sensitivity. The nature of the critical properties that are involved remains to be better defined.

## Supplementary Material

gkad520_Supplemental_Files Click here for additional data file.

## Data Availability

Sequencing data are available under GSE87185 (previous data) and GSE225231 (data from present paper).

# Supplementary material for: Chromatin opening ability of pioneer factor Pax7 depends on unique isoform and C-terminal domain
**Source:** Nucleic Acids Res. 2023 Jun 16;51(14):7254–68. doi: 10.1093/nar/gkad520
**Supplement:** gkad520_Supplemental_Files

# **Chromatin opening ability of pioneer factor Pax7 depends on unique isoform and C-terminal domain**

## **Legends to Supplementary Figures**

### **Supplementary Figure 1. Characterization of Pax7 isoforms expressed in AtT-20 cells.**

- a)** Schematic representation of the Pax7 DNA-binding Paired domain with its two helix-turn-helix subdomains (PAI and RED). The position of residues Q108 and GL151/152 are shown relative to the six  $\alpha$  helices of the Paired domain.
- b)** Western Blot analysis of pools of AtT-20 cells (left) expressing each Pax7 isoform (arrowhead) and showing similar levels of Pax7 protein compared to PCNA control (arrow). Comparison of Pax7 expression in mouse neurointermediate pituitary (NIL) with the AtT-20-Pax7 pool of stably transfected (retroviral vector) cells that express a larger Flagged (Pax7-FL) version of Pax7; quantitation relative to GAPDH is shown at bottom. The NIL tissue extract is about 50% Pax7-expressing melanotropes (the remainder being mostly posterior lobe glial cells). The AtT-20 Pax7 cells thus express about 1,9 times more Pax7 compared to normal mouse pituitary melanotropes.
- c)** PCA plot analysis of transcriptome data for RNA-Seq duplicates of AtT-20 cells expressing each Pax7 isoform and Pax3.
- d)** Violin plot comparisons of differentially expressed genes (RNA-Seq) for the indicated isoform compared to the reference isoform Pax7 Q+GL-.
- e)** Volcano Plot representation of differentially expressed genes in AtT-20 cells expressing the reference Pax7 Q+GL- isoform compared to control Neo cells.
- f)** Volcano Plot representation of differentially expressed genes in AtT-20 cells expressing the Q+GL+ isoform compared to control Neo cells.
- g)** Transcriptional activity of Pax7 isoforms assessed by co-transfection with luciferase reporters driven by trimers of the indicated Pax7 binding sites inserted upstream of the minimal POMC promoter.

### **Supplementary Figure 2. Characterization of ChIP-Seq replicates for Pax7 and its isoforms expressed in AtT-20 cells.**

- a)** Comparison of Pax7 ChIP-Seq signals for replicates of each Pax7 isoforms.
- b)** Comparisons of ChIP-Seq signals for each isoform compared to replica 1 of Pax7 reference isoform Q+GL-.
- c)** Means fold changes by site categories for each Pax7 isoform.

### **Supplementary Figure 3. Isoform specific chromatin opening correlates with melanotrope transcriptome.**

- a-c)** Pioneer ability of the two pituitary-expressed Pax7 isoforms assessed by ATAC-Seq (**a**), Pax7 ChIP-Seq (**b**) and H3K4me1 ChIP-Seq (**c**). Heatmaps are shown for the subsets of Pioneer, Activated and Constitutive enhancer sites. The Pioneer subset is subdivided in two subsets of GL-sensitive (ATAC) and GL- insensitive (ATAC) based on the ATAC-Seq profiles.

## **Chromatin opening ability of pioneer factor Pax7 depends on unique isoform and C-terminal domain**

- d)** Comparisons of Pax7 ChIP-Seq strength (reads density) for the two subsets of GL-sensitive and GL-insensitive pioneered sites.
- e)** Distribution of ATAC-Seq signals for Pax7 isoforms at the GL-sensitive and GL-insensitive Pioneer sites.
- f)** Frequencies of Pax7 binding motifs present in each subset of Pax7 Pioneer sites.
- g)** Total number of Pax7 binding motifs per subset of Pioneer sites.

**Supplementary Figure 4. Motif analysis for the GL related Pax7 Pioneer sites.** Searches were conducted for de novo and known DNA binding motifs as indicated.

**Supplementary Figure 5. Read density plots and correlations between marks at Pioneer sites.**

- a)** Box plot comparisons of the Pax7 GL- and GL+ isoforms for recruitment of Pax7, Tpit, Ash2, Brg1 measured by ChIP-Seq (reads density) at the different subsets of GL-sensitive and GL-insensitive Pioneer sites.
- b)** Top -Correlation between the recruitment of the Pax7 isoform Q+GL+ and recruitment of the nonpioneer factor Tpit, Ash2 and Brg1 at Pioneer sites (reads density). Bottom- Correlation between the recruitment of Tpit and the remodeling factors Ash2 and Brg1 at Pioneer sites for the Pax7 isoform Q+GL+ (reads density).

**Supplementary Figure 6. Weak correlations of Pax7 ChIP-Seq signals for the GL- (left) and GL+ (right) isoforms compared with H3K4me1 (middle) and ATAC-Seq signals (bottom).**

**Supplementary Figure 7. Structure function investigation of Pax7.**

- a)** Sequence comparison of mouse Pax3 with Pax7. Paired and HD domains are highlighted in blue and green respectively, and the endpoints of C-terminal deletions indicated by red bar. The OAR domain is in purple. Yellow and light blue boxes indicate residues mutated to alanine.
- b)** Western Blot analyses of Pax7 C-terminal deletion-e mutants expressed in AtT-20 cells compared to PCNA control.
- c-d)** Assessment of different alanine mutations in the interval between aa431-465 of Pax7-465 for pioneer and transcriptional activity upon expression in AtT-20 cells. Genomic recruitment of the different mutants was assessed by ChIP-qPCR (**c**) and target gene expression by RT-qPCR (**d**) at a locus requiring enhancer opening by pioneer action (*Pcsk2*) and at loci where Pax7 acts only as a transcriptional activator (*Pde2a* and *Lmcd1*).

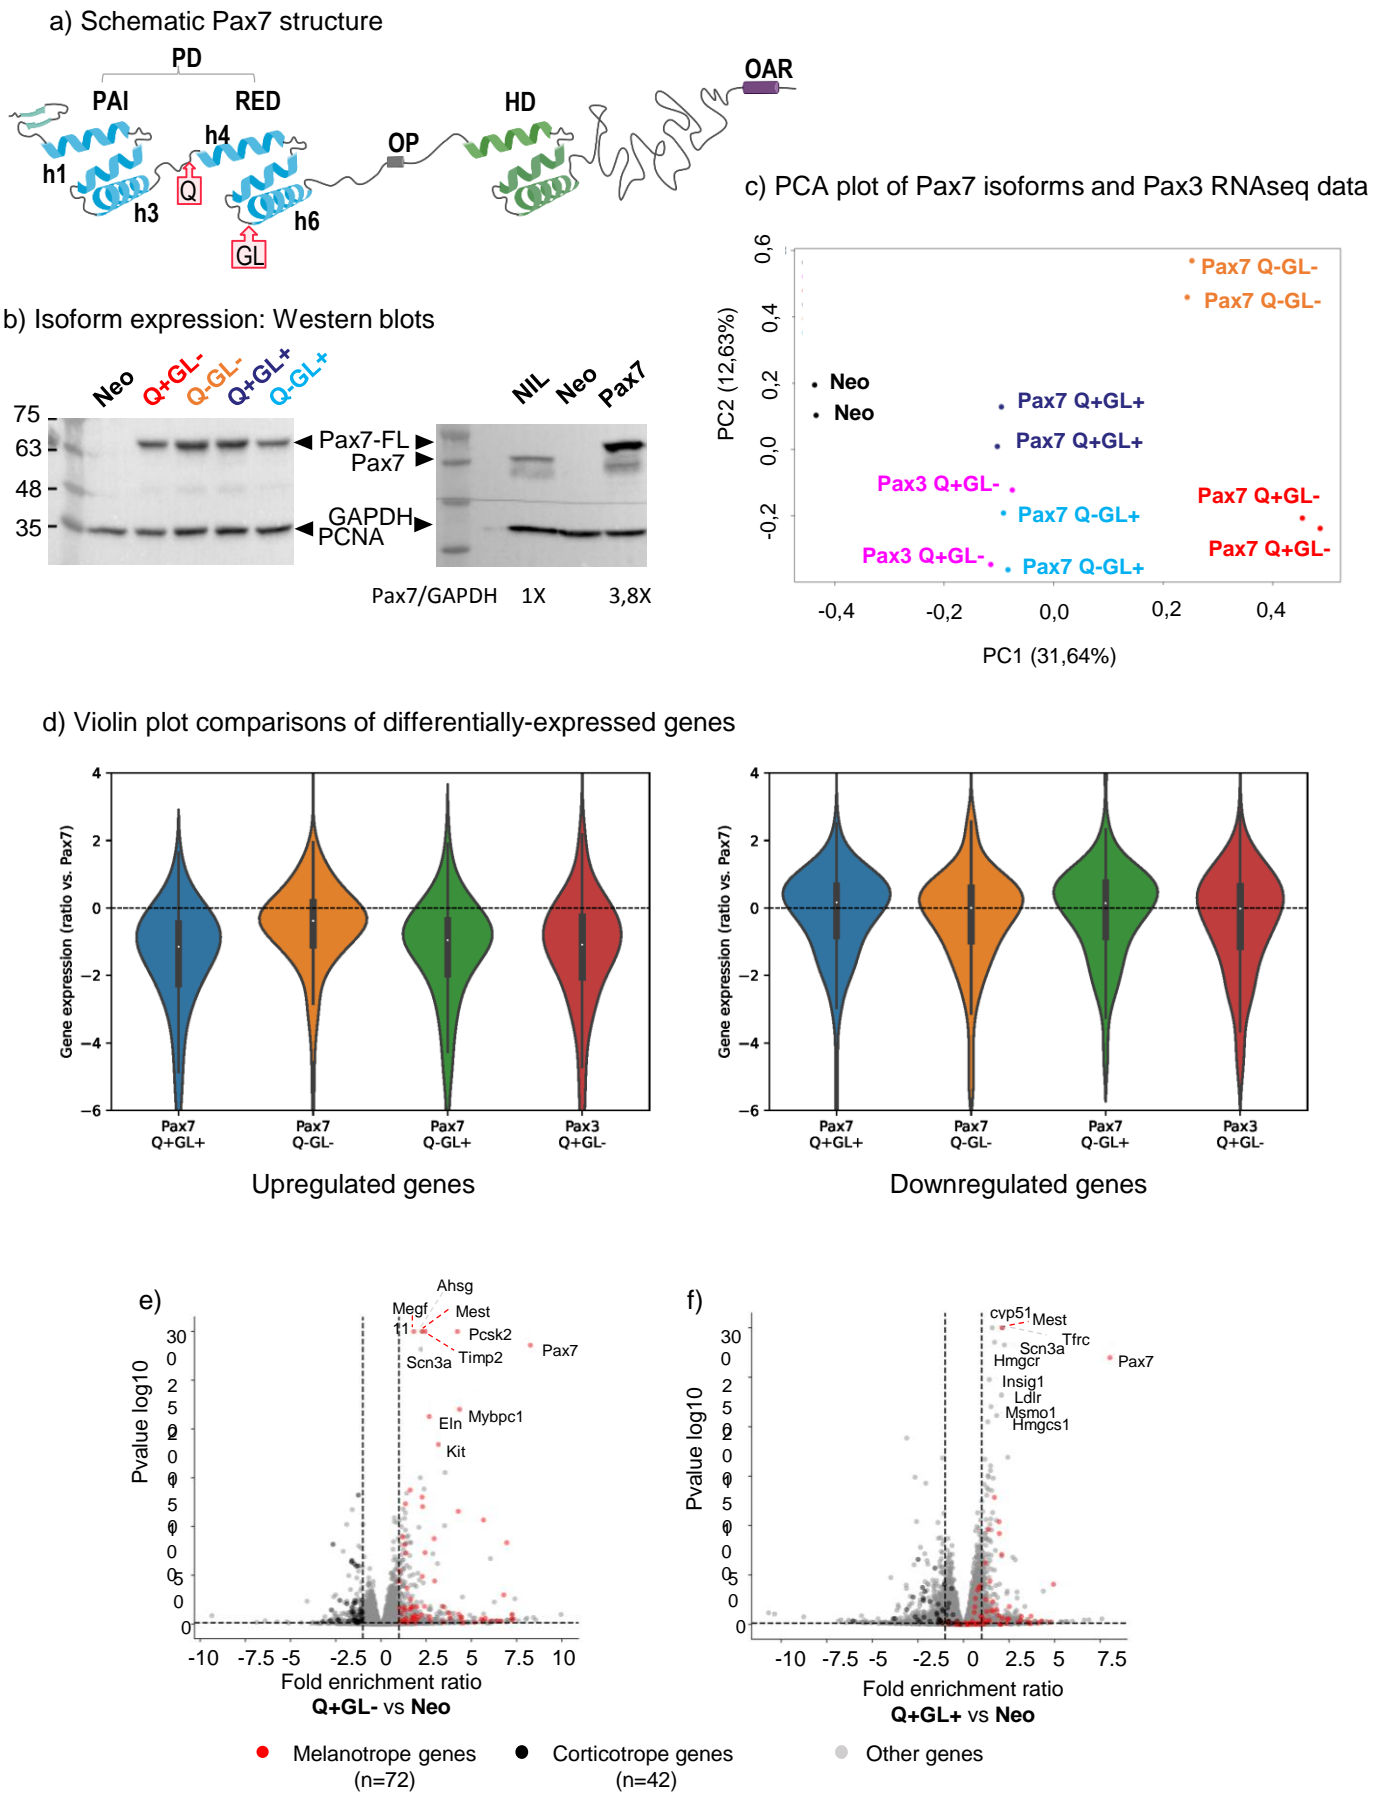

Supplementary Figure 1. RNAseq reproducibility and transcriptional activity

g) Transcriptional activity of Pax7 isoforms assessed with Luciferase reporters for the indicated DNA motifs

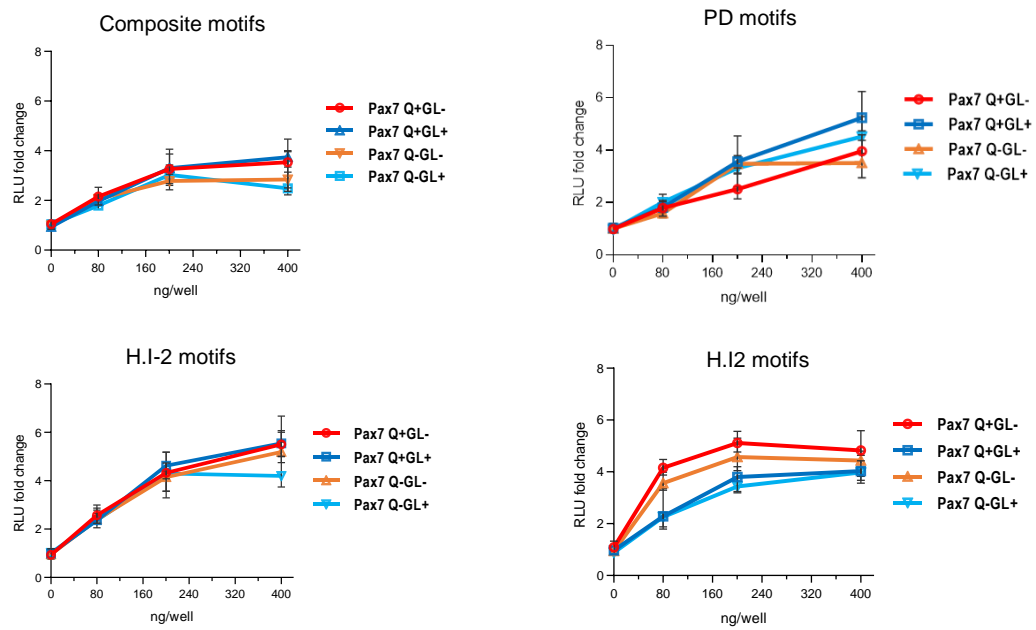

Supplementary Figure 1. RNAseq reproducibility and transcriptional activity

a) Chip Seq replicate reproducibility

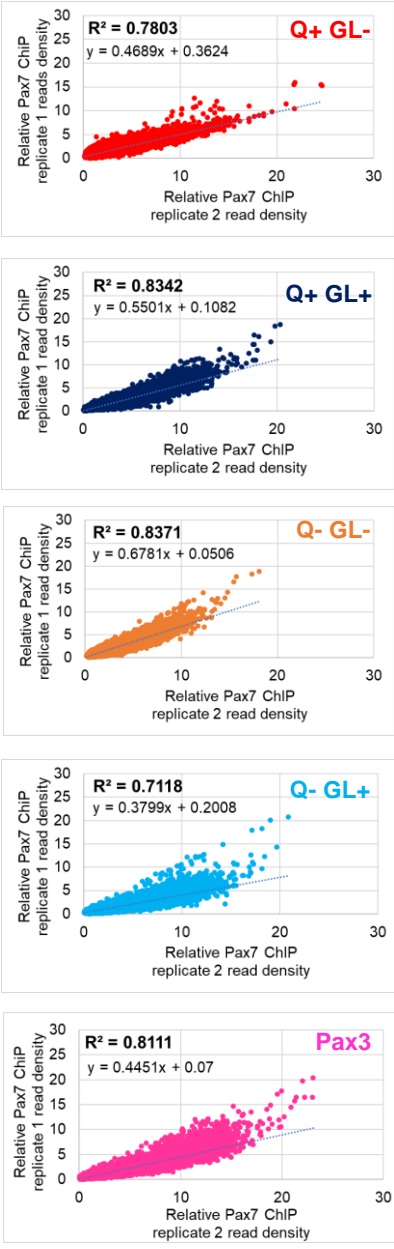

b) Chip Seq comparisons of various Pax7 Isoforms and Pax3 replicates 1 with Pax7 Q+ GL-

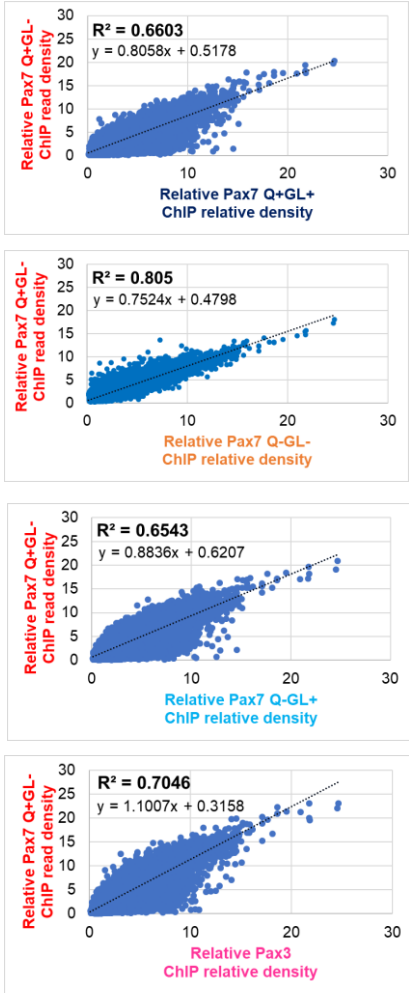

c) Means Fold change by site categories for each Pax7 isoform

All isoforms sites (n=96176)

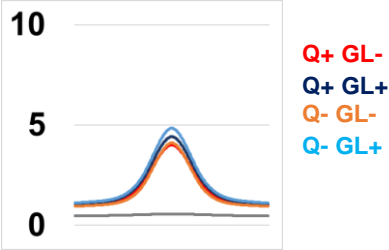

Constitutive common sites (n=9205)

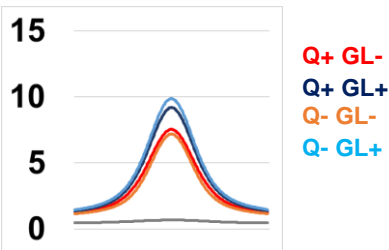

Activated common sites (n=633)

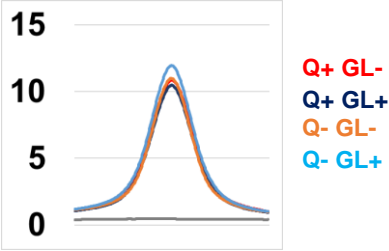

Pioneer common sites (n=735)

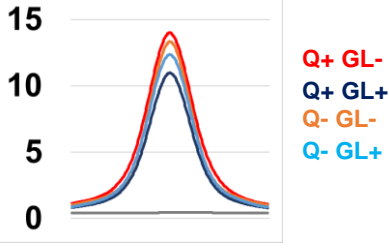

Supplementary Figure 2. ChIPseq reproducibility

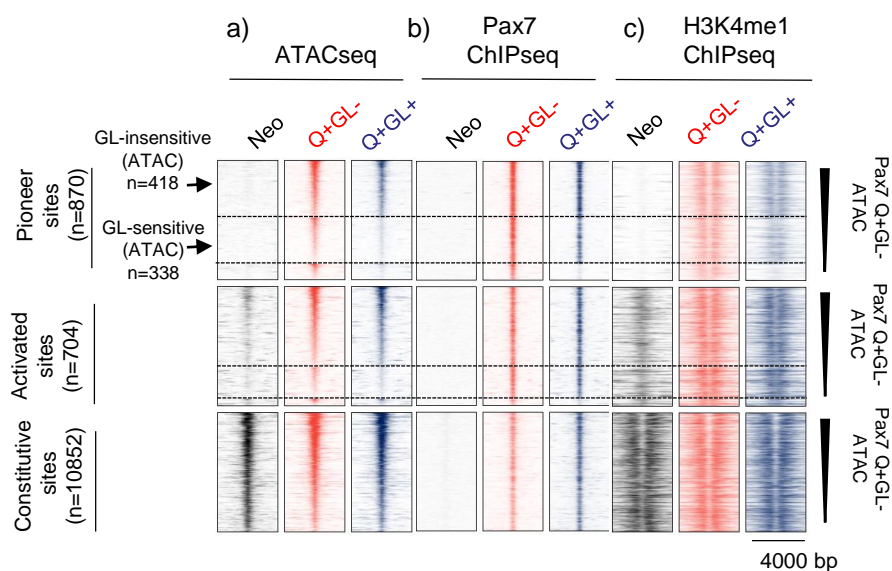

d) ChIPseq signal for Pax7 isoforms at pioneered sites

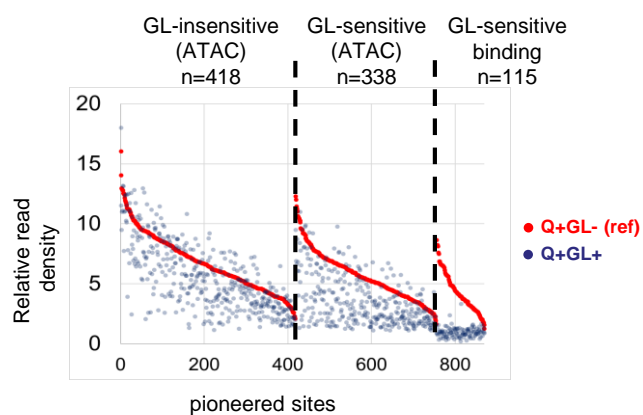

f) Pax7 motif frequency at pioneered sites

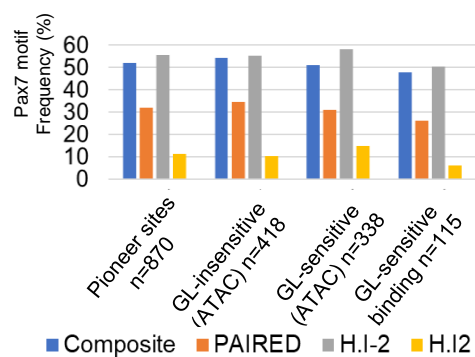

e) ATACseq signal for Pax7 isoforms at pioneered sites

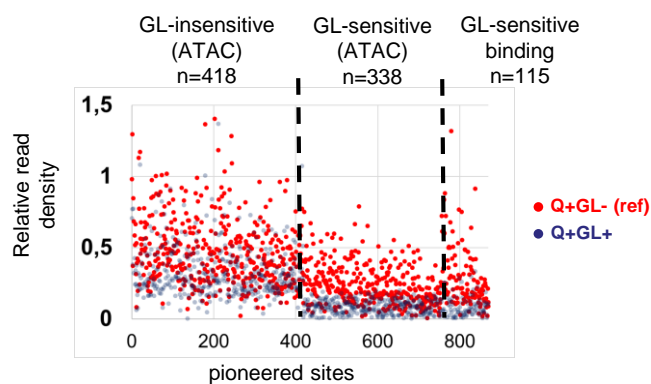

g) Pax7 motif numbers at pioneered sites

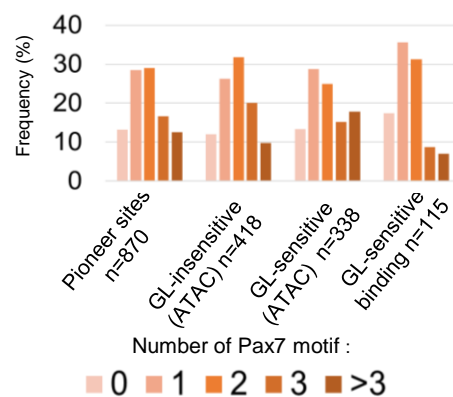

Supplementary Figure 3. Isoform-specific chromatin opening correlates with melanotrope transcriptome

GL-insensitive (H3K4me1) n=242

De novo motifs

| Rank | Motif                                                                             | P-value | % of Targets | % of Background |
|------|-----------------------------------------------------------------------------------|---------|--------------|-----------------|
| 1    | 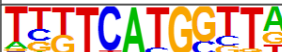 | 1e-44   | 44.21%       | 9.41%           |
| 2    | 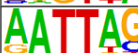 | 1e-28   | 78.51%       | 43.23%          |
| 3    | 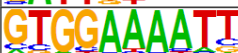 | 1e-25   | 34.71%       | 9.63%           |

PAIRED related  
H.I2  
NFAT

Known motifs

| Rank | Motif                                                                             | Name                                                                     | p-value | % of Targets Sequences with Motif | % of Background Sequences with Motif |
|------|-----------------------------------------------------------------------------------|--------------------------------------------------------------------------|---------|-----------------------------------|--------------------------------------|
| 1    | 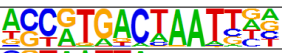 | PAX3-FKHR-fusion(Paired,Homeobox)/Rh4-PAX3-FKHR-ChIP-Seq(GSE19063)/Homer | 1e-27   | 20.66%                            | 2.80%                                |
| 2    | 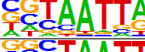 | DLX5(Homeobox)/BasalGanglia-Dlx5-ChIP-seq(GSE124936)/Homer               | 1e-16   | 30.99%                            | 11.04%                               |
| 3    | 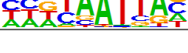 | DLX2(Homeobox)/BasalGanglia-Dlx2-ChIP-seq(GSE124936)/Homer               | 1e-14   | 45.45%                            | 22.24%                               |

Composite  
H.I2  
H.I2

GL-sensitive (H3K4me1) n=259

De novo motifs

| Rank | Motif                                                                             | P-value | % of Targets | % of Background |
|------|-----------------------------------------------------------------------------------|---------|--------------|-----------------|
| 1    | 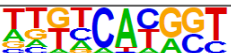 | 1e-56   | 55.60%       | 13.47%          |
| 2    | 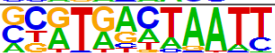 | 1e-39   | 32.05%       | 5.43%           |
| 3    | 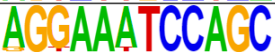 | 1e-29   | 4.25%        | 0.01%           |

PAIRED related  
Composite  
RBM6

Known motifs

| Rank | Motif                                                                               | Name                                                                     | p-value | % of Targets Sequences with Motif | % of Background Sequences with Motif |
|------|-------------------------------------------------------------------------------------|--------------------------------------------------------------------------|---------|-----------------------------------|--------------------------------------|
| 1    | 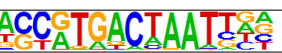 | PAX3-FKHR-fusion(Paired,Homeobox)/Rh4-PAX3-FKHR-ChIP-Seq(GSE19063)/Homer | 1e-37   | 24.32%                            | 2.93%                                |
| 2    | 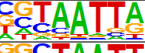 | DLX5(Homeobox)/BasalGanglia-Dlx5-ChIP-seq(GSE124936)/Homer               | 1e-22   | 33.59%                            | 10.73%                               |
| 3    | 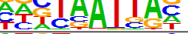 | En1(Homeobox)/SUM149-EN1-ChIP-Seq(GSE120957)/Homer                       | 1e-22   | 54.44%                            | 25.65%                               |

Composite  
H.I2  
H.I2

GL-sensitive binding n=115

De novo motifs

| Rank | Motif                                                                              | P-value | % of Targets | % of Background |
|------|------------------------------------------------------------------------------------|---------|--------------|-----------------|
| 1    | 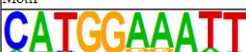 | 1e-18   | 49.57%       | 14.39%          |
| 2    | 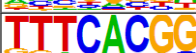 | 1e-15   | 61.74%       | 25.48%          |
| 3    | 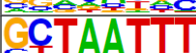 | 1e-12   | 55.65%       | 24.04%          |

NFAT  
PAIRED related  
H.I2

Known motifs

| Rank | Motif                                                                              | Name                                                   | p-value | % of Targets Sequences with Motif | % of Background Sequences with Motif |
|------|------------------------------------------------------------------------------------|--------------------------------------------------------|---------|-----------------------------------|--------------------------------------|
| 1    | 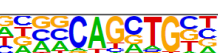 | Ascl1(bHLH)/NeuralTubes-Ascl1-ChIP-Seq(GSE55840)/Homer | 1e-14   | 46.96%                            | 15.92%                               |
| 2    | 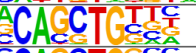 | Ptfla(bHLH)/Panc1-Ptfla-ChIP-Seq(GSE47459)/Homer       | 1e-13   | 63.48%                            | 29.36%                               |
| 3    | 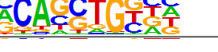 | HEB(bHLH)/mES-Heb-ChIP-Seq(GSE53233)/Homer             | 1e-12   | 48.70%                            | 18.85%                               |

BHLH  
BHLH  
BHLH

Supplementary Figure 4. Motif analysis for the GL related sites

a) Read density plots of activating marks at pioneer enhancers

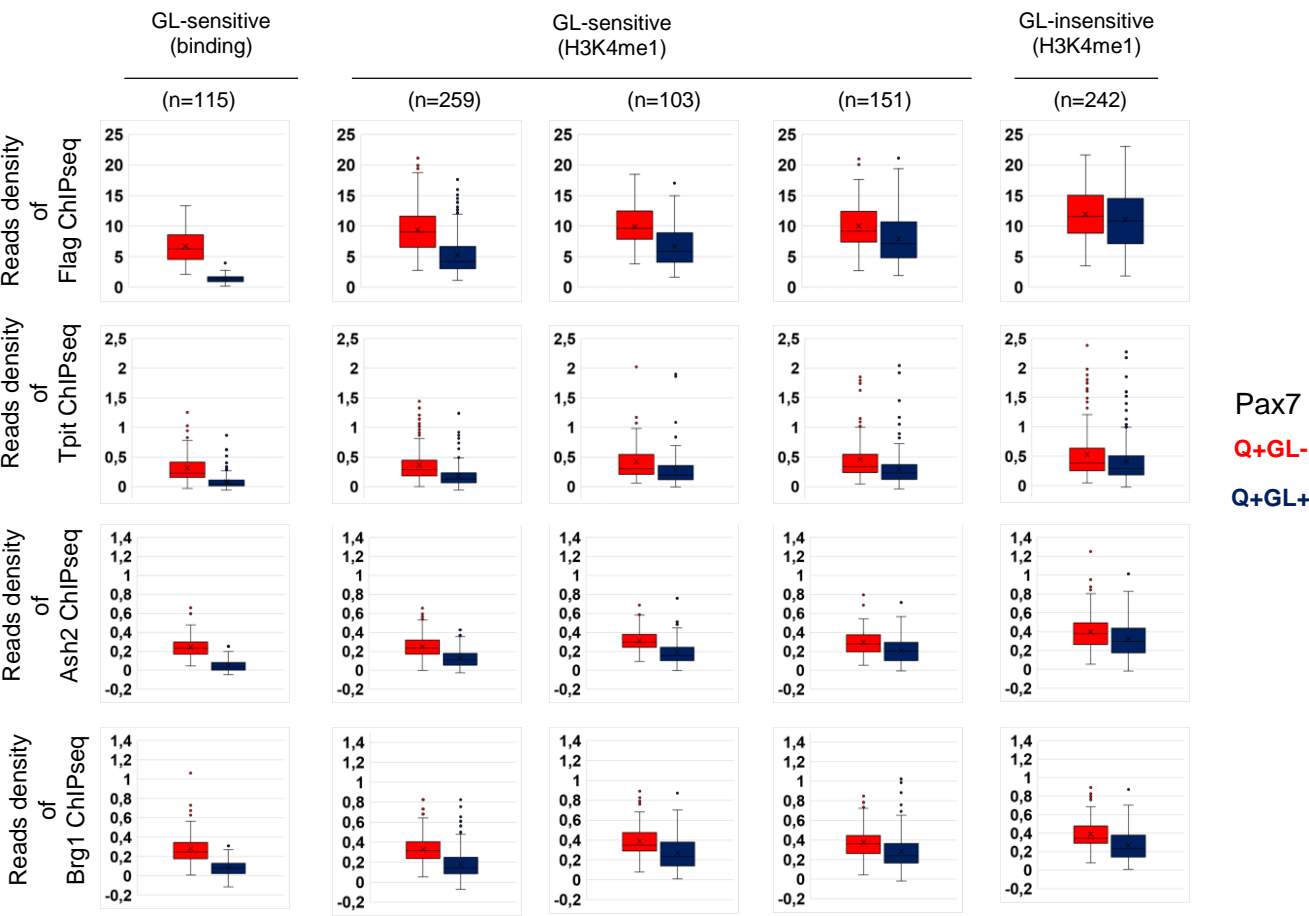

b) Correlation between activating marks and transcription factor recruitments

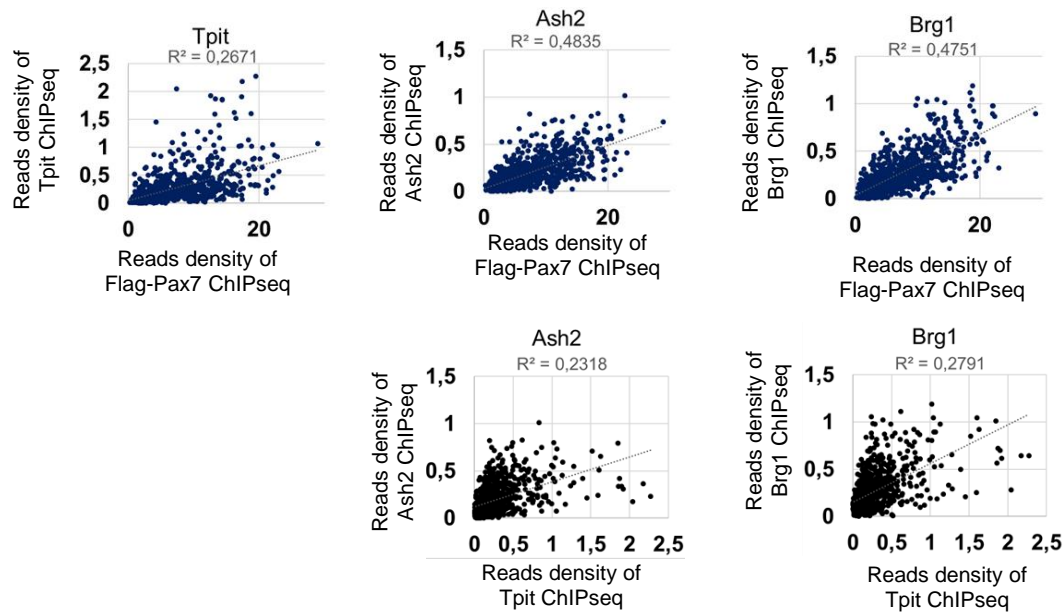

Supplementary Figure 5. Read density plots and correlations between marks at pioneer sites

a) Correlation of Pax7 recruitment for pituitary isoforms on common pioneer sites (n=755)

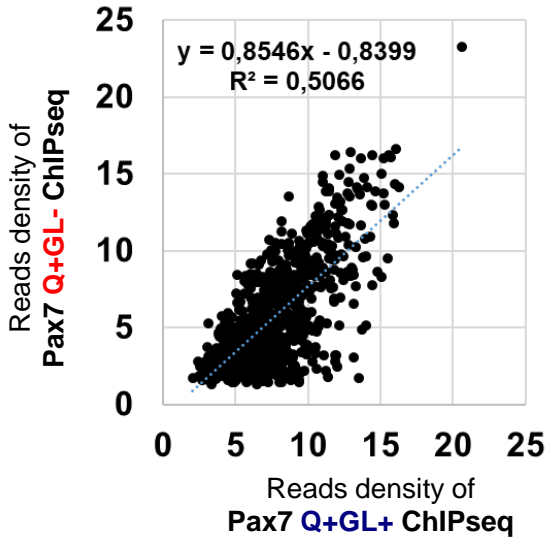

b) Correlation between H3K4me1 signals and Pax7 recruitments on common pioneer sites

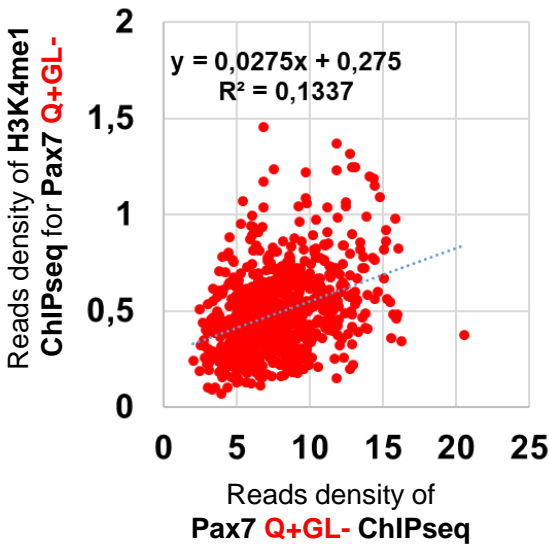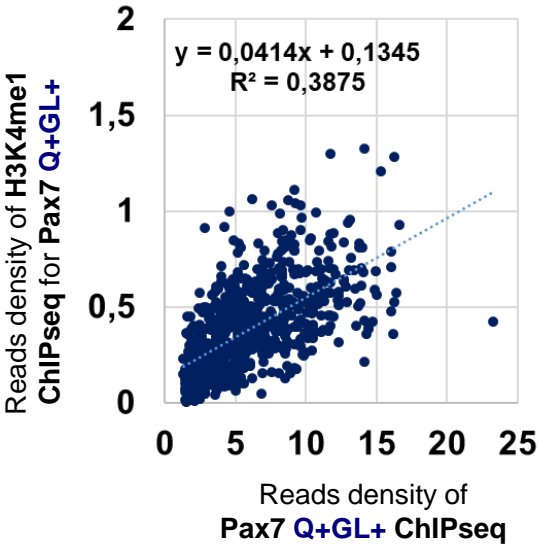

c) Correlation between ATACseq signals and Pax7 recruitments on common pioneer sites

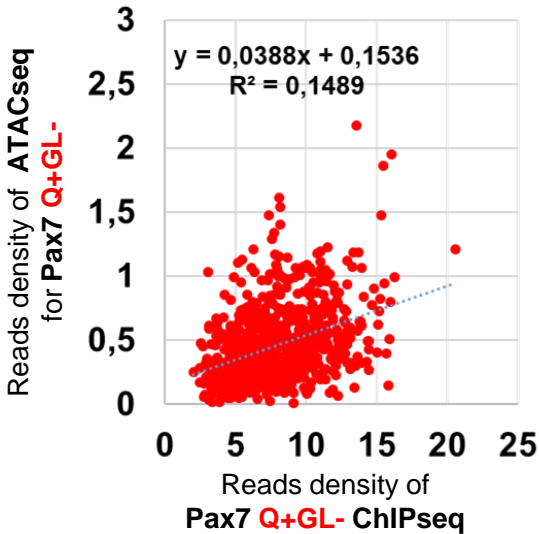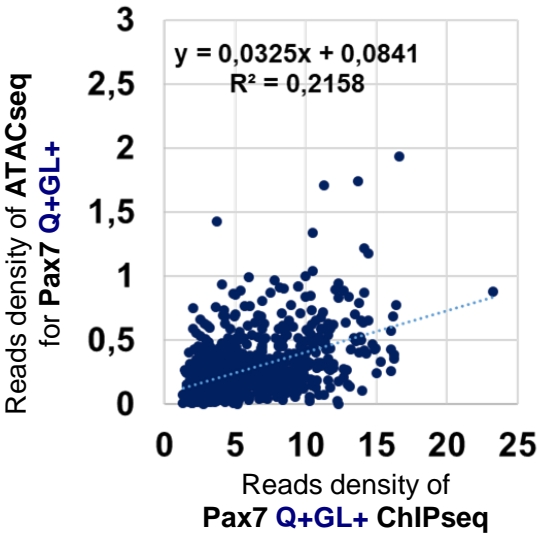

Supplementary Figure 6. Weak correlations between Pax7 GL- or Pax7 GL+ (as indicated) recruitment strength and corresponding signals for H3K4me1 ChIP-Seq and ATAC-Seq.

a) Mouse Pax7/Pax3 sequence comparisons

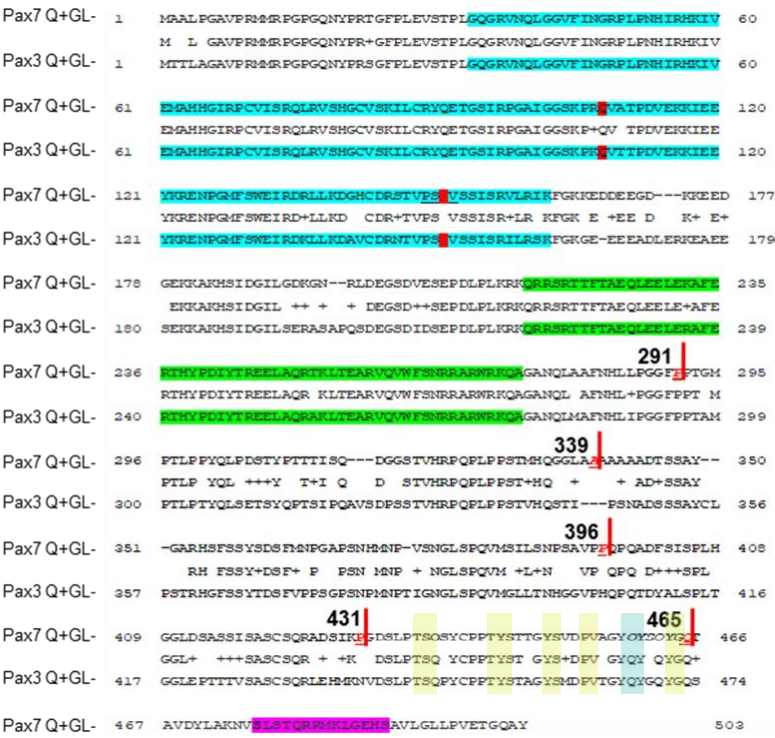

b) Western blots of Pax7 Q+GL- mutants

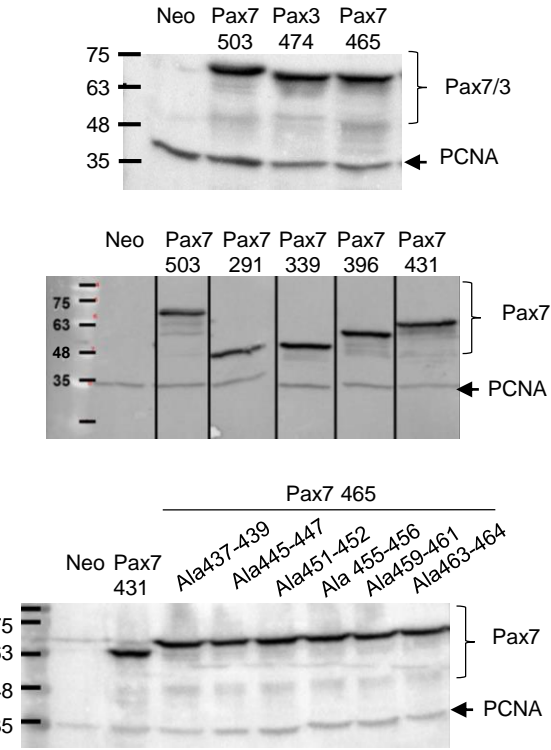

c) Pax7 ChIP qPCR

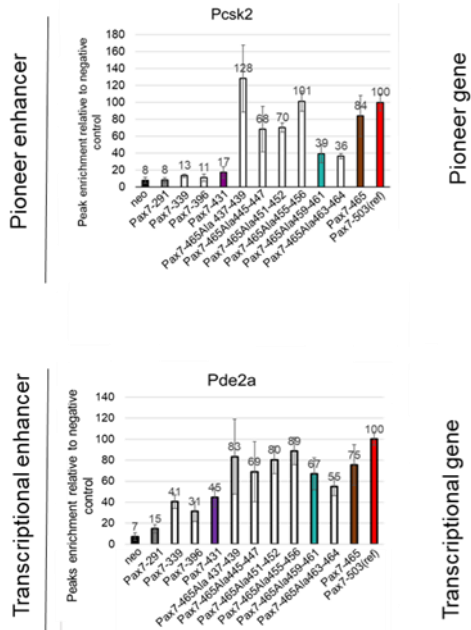

d) RT qPCR

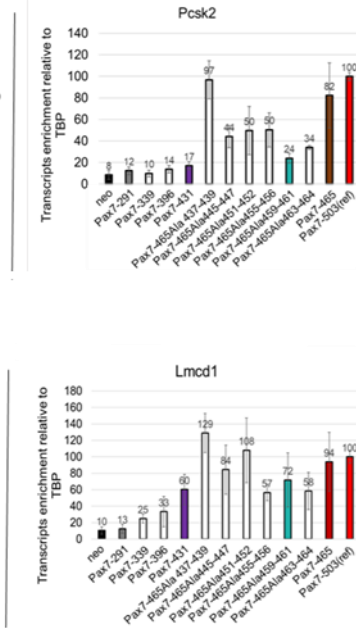

Supplementary Figure 7. Structure function study of Pax7

How the deposited data were processed for this re-analysis (not part of the article)

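RNA-Seq of AtT-20 cells was available as 1 table of 16385 genes. The libraries used were 12, 2 for each of 6 groups, namely Pax7 Q–GL–, Pax7 Q–GL+, Pax7 Q+GL+, Pax3, the deletion mutant Pax7-465, which ends at residue 465, and a Pax7 labelled NoTag. A further 4 columns of values per sample were not used. The deposited values are FPKM made by the authors: strand-specific paired-end reads were trimmed with Trimmomatic, mapped with TopHat2 to the Ensembl annotation of GRCm38 (mm10) without searching for further junctions, and quantified per gene with HOMER. The versions of these tools in the RNA-Seq processing, the normalization total and any gene filter are not given in the paper's methods or the submitters' notes. The authors name edgeR for their own differential expression, which takes counts. The table holds no counts, so the branch of the plan written for normalized values was followed and a count model was not run.

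Of the 16385 genes, 16086 are above 0 in some used library and 299 are at 0 in all of them, and 9 gene names occur more than once. The values were taken as log2(FPKM + 1), and the 12578 genes with at least 1 FPKM in at least 2 libraries were tested. All 12 libraries entered 1 limma-trend fit with the robust option and 1 coefficient per group, so that the 6 groups share 1 estimate of the spread. Genes past the test have a Benjamini-Hochberg adjusted p under 0.05 within a comparison. Log2 fold changes and standard errors come from this fit. Before the data were examined, 10 comparisons were planned, and 7 comparisons among the libraries other than NoTag were added after the data were seen, of which 4 were carried through the alternatives. R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, were used.

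In each library other than NoTag the summed FPKM was between 413794 and 483161, and in the NoTag libraries between 627305 and 666609. Read counts are not in the table, so the absolute depth is unknown. The smallest steps between low values point to relative depths between 0.934 and 1.08 of the median library, a ratio of 1.15 among the libraries other than NoTag, but at most 8.93% of the low values lie at the commonest step. No counting interval or detection floor is given. The spread between the 2 libraries of each group is the only error.

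The genes named were chosen by a rule fixed before the data were examined: genes that the paper names, up to 10 genes per direction and comparison with the largest log2 fold change among those past the test with a mean of at least 1 FPKM in the higher group and no overlap between the 2 groups' libraries, up to 4 members of each gene list with the smallest adjusted p, and Pax7, Pax3 and Tbx19. Other genes are named only where the text says so or where a plot shows a whole list. Gene lists were fixed before the data were examined, 23 in all, of which 2 hold genes that the paper's figures or text name and are not independent evidence. Lists with at least 3 measured genes, 20 in number, were tested in each planned comparison with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, 200 tests in all, adjusted over the lists within each comparison. The added comparisons were tested in the same way.

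Alternatives fixed before the data were examined were quantile normalization of the log2 values, limma without trend, no filter beyond a value above 0, a filter of 5 FPKM, a pseudocount of 0.1, a fit of only the groups compared, a replicate block, an estimated correlation in camera, 2 thresholds with a log2 fold change of at least 1, and each library left out in turn. Added after the data were seen were median centring, a fit without the robust option, genes above 0 in all 12 libraries, a fit of the 10 libraries other than NoTag, and lists without the introduced Pax7. A gene count is called changed where it moved by more than 1.5 times. Where libraries are shared between comparisons, 20 data sets without differences were simulated with seed 7 and the spread of the fit.

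The steps were tested on simulated data of 12578 genes before they were run. Of 100 genes given a log2 change of 1, 97 were recovered, and of 100 given 0.5, 74 were recovered. Of 186 calls, 15 were false, and a comparison without differences gave 0 calls, while camera ranked the changed list 1 and called 0 unchanged lists.

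In the planned mean GL effect, mean Q effect and interaction, NoTag takes the place of the Q+GL– group, which its label does not state. The NoTag libraries were not set beside the paper's statements on Q+GL– cells, because their labels give no isoform and their values differ from those of all other libraries in the genes listed at 0. Control cells, cells with the Q+GL– isoform under that name, ChIP-Seq and ATAC-Seq were not analysed here.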

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

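The tests of the NoTag libraries and of Pax7-465 cells were chosen after the results were seen, apart from the planned comparisons of NoTag with the other groups.

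The 2 NoTag libraries, whose labels give no isoform, differed from Q+GL+ cells at 5781 of 12578 genes, a signal in libraries that the paper does not report on under this name, 4646 higher and 1135 lower in NoTag. The difference between NoTag and Q+GL+ cells departed from that between Q–GL– and Q–GL+ cells at 3091 genes by the interaction term, which puts NoTag in the place of the Q+GL– group (2014 without NoTag replicate 1). For Pcsk2 the interaction was a log2 fold change of 1.20 (standard error 0.10, adjusted p = 8.8e-06), with Pcsk2 at 65.3 ± 0.447 FPKM (SD, n = 2) in NoTag cells.

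A different overall scale as the whole cause of these calls is argued against by the 5383 genes called after median centring, 3849 of them among the 5781. The direction evened out to 2714 higher and 2669 lower (2636 and 2942 after quantile normalization), but both methods even out the direction whatever its cause, so overall scale as the cause of the direction stays open, the median log2 fold change of all genes having been 0.18. A quantification apart from the other libraries goes with 733 genes above 0 in both NoTag libraries and at 0 in the other 10, where the next group has 1 such gene. In the other direction, 117 genes were at 0 in both NoTag libraries and above 0 in the other libraries. The other groups have 2 or 3 such genes each, which also goes with a quantification apart. Among genes above 0 in all 12 libraries there were 5693 calls, so the genes at 0 are not the whole of the pattern. A biological difference, in the isoform or in the tag, stays open and was not tested, because the NoTag group and its processing cannot be told apart.

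Pax7-465 cells, whose transcriptome the paper's text does not describe, differed from Q+GL+ cells at 167 genes, 109 higher and 58 lower in Pax7-465 cells, and from Q–GL– cells at 56 genes, 12 higher and 44 lower. The paper presents its deletion mutants as forms of Q+GL–. The pair with Q–GL– cells therefore differs in the Q residue and in the pool as well as in the deletion. The 167 became 57 without Pax7-465 replicate 1, 52 without Pax7-465 replicate 2, 52 without Q+GL+ replicate 1, 55 without Q+GL+ replicate 2, 124 without the NoTag libraries, 83 with only the groups compared, 243 (138 higher, 105 lower) after median centring and 409 (225 higher, 184 lower) after quantile normalization. The 56 became 22 without Pax7-465 replicate 1, 22 without Pax7-465 replicate 2, 9 without Q–GL– replicate 1, 13 without Q–GL– replicate 2, 36 (4 higher, 32 lower) without the NoTag libraries, 31 with only the groups compared and 109 (34 higher, 75 lower) after quantile normalization.

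Pcsk2 was at 21.4 ± 0.853 FPKM (SD, n = 2) in Pax7-465 cells, above Q+GL+ cells by 0.77 (standard error 0.07, adjusted p = 2.5e-04). Q–GL– cells had more Pcsk2 than Q+GL+ cells at a log2 fold change of the Pax7 transcript of −0.10 (standard error 0.06). This argues against a higher Pax7 transcript level as the cause in that pair. The pair differs in isoform, so it does not test the transcript level as the cause in Pax7-465 cells. Between Pax7-465 and Q+GL+ cells the Pax7 transcript had a log2 fold change of 0.13 (standard error 0.06, adjusted p = 0.39), not past the test. The transcript level as the cause stays open there. A biological difference, the deletion or the GL insertion, stays open, as do differences between the pools of cells, since each construct is present in 1 group.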

How the results depend on the processing

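The 4 comparisons among libraries other than NoTag and the alternatives of median centring, no robust option, no NoTag libraries, genes above 0 in all 12 libraries and lists without Pax7 were chosen after the data were seen, and the causes of the changes below were not tested unless fewer libraries are named.

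Of the 197 calls of named genes and 25 of gene lists, none turned its direction in the settings run. A list without a call did so when Pax7 was left out, the melanotrope markers in Q+GL+ against Pax3 cells (median log2 fold change 0.169, and −0.080 without Pax7). The planned mean GL effect, mean Q effect and interaction take NoTag as the Q+GL– group, which its label does not state. The more frequent direction of a count turned for Pax3 against Q+GL+, from 22 higher and 11 lower in Q+GL+ cells to 2 and 9 without a filter, 2 and 7 without the robust option, 5 and 7 without trend, 2 and 3 without Pax3 replicate 1, 26 and 29 after median centring and 59 and 74 after quantile normalization, while without Q+GL+ replicate 1 it was 1 and 1. It also turned after quantile normalization for NoTag against Q+GL+ (2636 higher, 2942 lower in NoTag), Q–GL– (2248, 2527), Pax3 (2509, 2903) and Pax7-465 (2500, 2792), the mean GL effect (2242, 2284) and the interaction (1598, 1932). Median centring turned it for NoTag against Q–GL– (2264, 2327) and Pax3 (2577, 2645) and for the interaction (1498, 1765). All 16 results recomputed with a filter of 5 FPKM, all 16 with a pseudocount of 0.1 and all 8 over genes above 0 in all 12 libraries stayed within 1.5 times. Of the 197 calls, 2 were lost after quantile normalization, 20 with a replicate block, 27 without trend, 30 without the NoTag libraries and 32 with only the groups compared. More were lost when 1 library of the comparison was left out, from 17 of 64 without Pax3 replicate 2 to 49 of 83 without Q+GL+ replicate 2, with 44 of 83 without Q+GL+ replicate 1, 47 of 114 without Q–GL– replicate 1, 45 of 114 without Q–GL– replicate 2, 36 and 35 of 78 without Q–GL+ replicate 1 and 2, 31 of 64 without Pax3 replicate 1, and 20 and 24 of 55 without Pax7-465 replicate 1 and 2. Of the 25 gene list calls, 3 were lost without a filter and 25 with an estimated correlation, and of 42 list calls over all planned comparisons 0 remained with it. In Pax7-465 against Pax3 cells, added after the data were seen, 3 lists kept an adjusted p of 0.030 with it, the genes the paper labels as melanotrope genes and the melanotrope markers (both higher, Pax7 included) and the interferon response (lower), which became 0.055, 0.13 and 0.055 without Pax7 in the lists. With Pax7 left out 0 of the 25 were lost, and with an estimated correlation as well 24 of the 25 were lost and 1 was kept. In that setting the genes the paper labels kept a call in Pax7-465 and in Q–GL– against Q+GL+ cells (camera adjusted p = 0.038 and 0.042). Both comparisons were added after the data were seen, and at most 1 of these calls is among the 25. The replicate numbers do not pair the samples: over 15 pairs of groups the replicate differences correlated across genes at −0.16 to 0.17. With a replicate block, Pax3 against Q+GL+ gave 19 genes.

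Counts of genes past an adjusted p of 0.05 and a log2 fold change of at least 1, followed by those past an unadjusted p and the same fold change, were 584 and 594 for NoTag against Q+GL+, 41 and 48 for Q–GL– against Q–GL+, 157 and 160 for the mean GL effect, 459 and 472 for NoTag against Q–GL–, 8 and 18 for Q+GL+ against Q–GL+, 106 and 112 for the mean Q effect, 526 and 540 for the interaction, 623 and 636 for Pax3 against NoTag, 3 and 9 for Pax3 against Q+GL+, 556 and 568 for Pax7-465 against NoTag, 30 and 39 for Q–GL– against Q+GL+, 45 and 52 for Q–GL– against Pax3, 20 and 30 for Pax7-465 against Q+GL+, and 7 and 14 for Pax7-465 against Q–GL–.

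Quantile normalization gave 896 genes for Q–GL– against Q–GL+, 419 for Q+GL+ against Q–GL+, 133 for Pax3 against Q+GL+, 484 (331 higher, 153 lower) for Q–GL– against Q+GL+ in place of 271 (226 higher, 45 lower), 891 for Q–GL– against Pax3, 409 for Pax7-465 against Q+GL+ and 109 for Pax7-465 against Q–GL–. Only the groups compared gave 912, 236, 83 and 31 for Q–GL– against Q–GL+, Q+GL+ against Q–GL+, Pax7-465 against Q+GL+ and Pax7-465 against Q–GL–. Pax3 against Q+GL+ gave 12 without trend, 11 without a filter, 9 without the robust option, 55 after median centring and 17 without the NoTag libraries. Q+GL+ against Q–GL+ gave 217 after median centring and 76 without the NoTag libraries, and Pax7-465 against Q–GL– gave 36 without them.

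With each library left out in turn, the lowest and highest counts were 163 and 218 for Q–GL– against Q–GL+, 19 and 41 for Q+GL+ against Q–GL+, 1 and 12 for Pax3 against Q+GL+, 3152 and 3589 for NoTag against Q–GL–, 2029 and 2841 for the mean Q effect, 2014 and 2566 for the interaction, 71 and 142 for Q–GL– against Q+GL+, 187 and 725 for Q–GL– against Pax3, 52 and 57 for Pax7-465 against Q+GL+, and 9 and 22 for Pax7-465 against Q–GL–. The correlation of the Pax3 and Q+GL+ differences from NoTag was 0.832 to 0.900. A group left with 1 library is assumed to vary like the others. Read depth is not in the table, so its limit on low values is unknown.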

Other observations

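The comparisons of Pax7-465 with Q+GL+, Q–GL– and Pax3 cells, of Q–GL– with Q+GL+ and Pax3 cells and of Q–GL+ with Pax3 cells, the test of the Q–GL+ pool, the lists without Pax7 and the counts of list members with 1 library left out were chosen after the data were seen.

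Of the 8 measured genes that the paper labels as melanotrope genes, 5 were higher in Pax7-465 than in Q+GL+ cells and none was lower, not independent evidence (5 higher and 0 lower when adjusted over the list alone and at an unadjusted p under 0.05 from limma, camera adjusted p = 1.6e-12, adjusted p = 0.064 with an estimated correlation), among them Megf11 by a log2 fold change of 0.80 (standard error 0.09, adjusted p = 8.5e-04), Timp2 by 1.02 (standard error 0.07, adjusted p = 3.2e-05) and Eln by 1.04 (standard error 0.09, adjusted p = 1.0e-04). Of the extracellular matrix list, 3 of 9 were higher and none was lower (4 higher when adjusted over the list alone, 4 higher and 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.020, adjusted p = 0.19 with an estimated correlation), the median log2 fold change of the list being −0.04 and its mean 0.24. Lamb3, a laminin chain, was higher by 1.93 (standard error 0.15, adjusted p = 3.7e-05), and Iapp, the islet amyloid polypeptide, by 1.61 (standard error 0.08, adjusted p = 2.1e-06). Of 24 genes of cholesterol synthesis and uptake, 3 were lower in Pax7-465 cells and none was higher (15 lower when adjusted over the list alone, and 15 lower and 0 higher at an unadjusted p under 0.05), Hmgcs1 at −0.44, Nsdhl at −0.43 and Mvd at −0.41, all called with every library and lost with only the groups compared, without Pax7-465 replicate 2, without Q+GL+ replicate 1 and without Q+GL+ replicate 2, in the case of Nsdhl and Mvd also without Pax7-465 replicate 1, and in that of Mvd also without trend and without the NoTag libraries (9 lower after quantile normalization). For this list camera gave an adjusted p = 2.9e-10, and an adjusted p = 0.19 with an estimated correlation. Pax7-465 and Q–GL– cells differ in the Q residue, in the deletion and in the pool. The values of that pair, given next, do not tell these apart. Below Q–GL– cells in Pax7-465 cells were Rgs4 at −1.70 (standard error 0.10, adjusted p = 1.2e-05) and Pcsk2 at −0.73 (standard error 0.07, adjusted p = 0.0010), and 5 of 22 genes of prohormone processing and secretory granules (6 when adjusted over the list alone, 1 to 2 when 1 of the Pax7-465 and Q–GL– replicates was left out, 3 with only the groups compared, camera adjusted p = 4.1e-05, adjusted p = 0.93 with an estimated correlation).

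Interferon response genes were lower in Q–GL– than in Pax3 cells at 4 of 16 members and higher at none (9 lower and 0 higher when adjusted over the list alone and at an unadjusted p under 0.05 from limma, camera adjusted p = 4.0e-08, adjusted p = 0.068 with an estimated correlation). The count became 9 lower and 0 higher after quantile normalization, and 6 lower and 0 higher with only the groups compared. Irf7, a transcription factor of the interferon response, was at −0.65, Bst2, which encodes tetherin, at −0.59, a call lost without Q–GL– replicate 1, Usp18 at −0.59, lost without Pax3 replicate 2, without Q–GL– replicate 1 and without Q–GL– replicate 2, and Isg15 at −0.57, lost without Pax3 replicate 1 and without Q–GL– replicate 2. Between Q–GL– and Q–GL+ cells 1 of 16 was higher and 2 were lower (2 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.0056, adjusted p = 0.58 with an estimated correlation), and 0 higher and 1 lower, Isg15, remained when any 1 of their replicates was left out, without the NoTag libraries and with a replicate block. Against Pax3 cells, 0 of 16 passed in Q–GL+ cells (1 higher and 5 lower at an unadjusted p under 0.05, camera adjusted p = 0.0013 towards lower, adjusted p = 0.22 with an estimated correlation), and 2 were lower and 0 higher in Pax7-465 cells (0 higher and 6 lower when adjusted over the list alone, 0 higher and 7 lower at an unadjusted p under 0.05, camera adjusted p = 1.3e-09, adjusted p = 0.030 with an estimated correlation, and 0.055 with Pax7 left out of the lists).

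For the other lists, counts are given for Q–GL– against Q–GL+ cells by limma. Of 24 genes of cholesterol synthesis and uptake, 0 passed the test (0 higher and 4 lower at an unadjusted p under 0.05, camera adjusted p = 0.0041 towards lower, adjusted p = 0.68 with an estimated correlation). Of 10 immediate early genes, 2 were lower and 0 higher (1 higher and 3 lower at an unadjusted p under 0.05). Of 14 sodium and calcium channel genes, 2 were higher and 1 lower. Potassium channel genes gave 2 higher and 1 lower of 16, and regulators of G-protein signalling 1 higher and 1 lower of 10. Of the 23 other genes the paper names, 5 were higher and 0 lower (7 higher and 1 lower at an unadjusted p under 0.05). Fatty acid synthesis had 1 of 16 higher and 0 lower (1 higher and 3 lower at an unadjusted p under 0.05, and 1 higher and 4 lower after quantile normalization). In the extracellular matrix list 1 of 9 was higher and 0 lower (1 and 1 at an unadjusted p under 0.05), and in the skeletal muscle list 1 of 10 was higher and 0 lower (2 and 0 at an unadjusted p under 0.05). The Notch pathway list gave 1 of 13 lower and 0 higher (3 higher and 1 lower at an unadjusted p under 0.05). When 1 of the Q–GL– and Q–GL+ replicates was left out, 0 immediate early genes, 1 to 2 higher and 1 lower sodium and calcium channel genes, 1 to 2 higher and 0 lower potassium channel genes, 1 higher and 0 lower regulators of G-protein signalling, 2 to 4 of the other genes the paper names and 0 genes of the Notch pathway were called, and 1 each for fatty acid synthesis, extracellular matrix and skeletal muscle. No gene passed among 22 of cell proliferation (0 higher and 2 lower at an unadjusted p under 0.05), 18 of the unfolded protein and amino acid stress response (1 and 3), 19 partners and chromatin regulators of Pax7 pioneering (1 and 0), 4 of the neural crest and melanocyte program (1 and 0) and 3 dopamine and GABA receptors (1 and 0). Of markers of other cells, 2 of other pituitary lineages were measured and 1 was lower, Gata2 at −0.66, a call lost without Q–GL+ replicate 1, without Q–GL+ replicate 2 and without Q–GL– replicate 2, the 1 measured immune cell marker did not pass, and 0 fibroblast and endothelial markers were measured.

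With the NoTag libraries taken as GL– beside those of Q–GL–, which the labels do not state, Pcsk2 was higher in each of 4 libraries than in each of the 4 GL+ libraries, a log2 difference of 1.74 (two-sided exact permutation test, p = 0.0286, the smallest that 70 regroupings allow). The 70 regroupings treat these libraries as exchangeable, although they are 2 from each of 4 groups. Groups kept whole allow 3 splits, too few for a p under 0.05, so this p does not exclude chance. In a fit of these 8 libraries the same grouping called 564 genes and the highest of the other splits called 5, and 1 of 35 splits called as many. The grouping by Q, with NoTag and Q+GL+ on 1 side, called 4 genes, the highest of the other splits being the 564 of the grouping by GL, and 3 of 35 splits called as many. Splits that part the libraries of a group add to the spread within each side, and 3 splits keep them together, too few for a share under 0.05, so chance in how the groups fall is not excluded for either grouping, and the NoTag processing lies on 1 side of each. Of the genes tested, 4085 were lower and 782 higher than in NoTag in both Pax3 and Q+GL+ cells, and across genes these differences correlated at r = 0.897 (0.832 without Q+GL+ replicate 1). The offset of NoTag enters both differences, so this correlation does not show a response shared by Pax3 and Q+GL+ cells.

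A hypothesis for the 121 genes that differed between Q+GL+ and Q–GL+ cells is that the Q–GL+ pool of cells stands apart from the other pools. At 67.8% of them the mean of Q–GL– cells was nearer to Q+GL+ than to Q–GL+ cells, against 55.4% of all genes tested. By the first criterion, set after the data were seen, this share would have favoured the hypothesis. A second condition was then added, also after the value was seen: Q–GL+ cells lay outside the range of the other 4 groups at 80 of these genes and Q+GL+ cells at 85, so the test does not decide. A biological difference, the Q residue, stays open.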
